# Sorafenib Promotes Treg Cell Differentiation To Compromise Its Efficacy via VEGFR/AKT/Foxo1 Signaling in Hepatocellular Carcinoma

**DOI:** 10.1016/j.jcmgh.2024.101454

**Published:** 2024-12-30

**Authors:** Yingying Shen, Hanliang Wang, Zeyu Ma, Minyan Hao, Shuowang Wang, Junwei Li, Yue Fang, Lei Yu, Yingying Huang, Changrong Wang, Jingjing Xiang, Zhijian Cai, Jianli Wang, Hongchuan Jin, Jia Zhou, Jufeng Guo, Pingting Ying, Xian Wang

**Keywords:** Hepatocellular Carcinoma, Sora Resistance, Treg Cells, Foxo1, Immunosuppression

## Abstract

**Background & Aims:**

Sora is the first-line drug for advanced hepatocellular carcinoma (HCC). However, acquired resistance to Sora treatment largely hinders its therapeutic efficacy, and the mechanisms underlying Sora resistance remain poorly understood. Here, we revealed a new mechanism by which Sora promotes the differentiation of regulatory T (Treg) cells to suppress the immune response in the HCC tumor microenvironment (TME) and induce Sora resistance.

**Methods:**

Human liver tissues were obtained from HCC patients. Female C57BL/6J, OT-II, and *Foxp3*^*GFP*^ mice were also used. Flow cytometry was used to analyze immune cells in TME. Flow cytometry, real-time polymerase chain reaction, and enzyme-linked immunosorbent assay were performed to evaluate Treg cell differentiation. Immunoblotting was conducted to identify relevant proteins. Mouse and human tumor tissues were evaluated via multiplex immunofluorescence staining. Sora-treated HCC tissues and Sora-treated Treg cells were subjected to RNA sequencing analysis. Tumor models were generated and treated with Sora, Sora combined with an anti-CD25 antibody, or Sora combined with the Foxo1 inhibitor AS1842856.

**Results:**

First, we found through bioinformatic analysis that Sora suppresses the immune response in HCC. Furthermore, Sora increased the Treg cell population to promote the formation of an immunosuppressive TME in HCC. In vitro, Sora promoted Treg cell differentiation and increased the immunosuppressive activity of Treg cells. Activating VEGF and AKT abolished the effect of Sora on Treg cell differentiation, whereas inhibiting Foxo1 compromised Sora-induced Treg cell differentiation, indicating that the induction of Treg cells by Sora is dependent on the VEGFR/AKT/Foxo1 pathway. Finally, Treg inactivation by an anti-CD25 antibody or the Foxo1 inhibitor AS1842856 in combination with Sora showed greater efficacy in the treatment of HCC.

**Conclusions:**

Sora induced Treg cell differentiation by inhibiting VEGFR/AKT signaling and activating Foxo1, thus suppressing the immune response and reducing Sora efficacy. Treg inactivation might be a promising strategy to alleviate the immunosuppressive TME and overcome Sora resistance.

**Summary**

Our study revealed that sorafenib (Sora) induced the formation of an immunosuppressive tumor microenvironment in hepatocellular carcinoma (HCC) by promoting the differentiation of regulatory T (Treg) cells through VEGFR/AKT/Foxo1 signaling, leading to compromised Sora efficacy. Importantly, combination treatment with an anti-CD25 antibody or the Foxo1 inhibitor AS1842856 inhibited Treg cell differentiation and increased the therapeutic efficacy of Sora in HCC.

This article has an accompanying editorial.

Hepatocellular carcinoma (HCC) is the sixth most common carcinoma and the third leading cause of cancer-related deaths globally, despite significant progress in HCC treatment in recent years.^1^ Approximately 60% of HCC patients are diagnosed at an advanced stage (Barcelona Clinic Liver Cancer stage B or higher).^2^ Sorafenib (Sora) is the first Food and Drug Administration–approved targeted drug for advanced HCC.^3^, ^4^, ^5^ As a multiple-target kinase inhibitor, Sora suppresses tumor cell proliferation by inhibiting the activity of the intracellular serine/threonine kinases Ras/Raf/MEK/ERK and blocks tumor angiogenesis by targeting the cell surface tyrosine kinase receptors VEGFR, PDGFR, c-KIT, and FLT-3.^6^^,^^7^ Although Sora can increase the survival of HCC patients, its efficacy is limited by the rapid development of Sora resistance. Several studies have suggested that the genetic and epigenetics changes in HCC cells play an important role in the initiation and development of Sora resistance in HCC patients.^8^^,^^9^

Recently, tumor microenvironment (TME) remodeling was found to play an important role in the acquirement of Sora resistance in HCC cells. For example, tumor-associated M2 macrophages mediate the resistance of HCC cells to Sora by activating the c-Met/MAPK and PI3K/AKT signaling pathways.^10^ In addition, tumor-associated N2 neutrophils can recruit the FoxP3^+^CD25^+^CD4^+^ T lymphocyte subset to increase Sora resistance in HCC cells.^11^, ^12^, ^13^ Moreover, myeloid-derived suppressor cells (MDSCs) facilitate CAF activation and subsequent Sora resistance by inducing FGF1 expression.^14^

In this study, we showed that Sora promotes the differentiation but not the proliferation of immunosuppressive regulator T (Treg) cells both in vitro and in vivo by modulating the VEGFR/Akt/Foxo1 pathway in CD4^+^ T cells. Inhibiting Treg cell differentiation with an anti-CD25 antibody or the Foxo1 inhibitor AS1842856 increased the efficacy of Sora in the treatment of HCC in vivo.

## Results

### Sora Tends to Induce Immune Suppression in HCC

To explore the gene expression changes in HCC tumor tissues after Sora treatment, we analyzed the expression profiles of mouse HCC tumor tissues with or without Sora treatment through whole-transcriptome RNA-sequencing (RNA-seq). 

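Hepa1-6 is a mouse hepatoma cell line, and the cells were injected under the skin of C57BL/6J mice. Sora is an inhibitor of several kinases, and the treated mice received 10 mg/kg by ip injection on days 9, 11, 13, and 15. The libraries came from 3 control tumors, numbered 1, 3, and 4 in the sample labels, and 3 Sora-treated tumors, numbered 2, 3, and 4. Figure 1 numbers the tumors of each group in another way, so the numbers of the labels are used here. The authors aligned the reads to GRCm38 with Bowtie2 and deposited the reads counted per gene and the FPKM, in which counts are divided by gene length and total count, for 26167 genes. The paper's text does not name the counting tool, the gene annotation, or whether strand was used, so genes with near-identical copies or overlapping neighbors are uncertain.
The count table used here holds 5 of the 6 tumors, and the FPKM table holds all 6. In the 5 tumors that both tables hold, each FPKM equals the count divided by the length of the gene and the total count of the tumor. The counts of Sora-treated tumor 4 were therefore recovered from its FPKM and the gene lengths. All of its values (100%) came within 0.001 of a whole number, and the same calculation returned every count of each of the other 5 tumors that it could reach. The 342 genes without a known length held 512 reads, or 0.0015% of the reads of that tumor. Because this tumor decides several counts of genes, results without it, which rest on the deposited counts alone, are given beside the main ones.
The total counts were 31270289, 33355178, and 36205814 reads in control tumors 1, 3, and 4, with a median of 33355178. They were 31073830, 33245652, and 34120168 reads in Sora-treated tumors 2, 3, and 4, with a median of 33245652. The 10 genes with the most reads took 5.06% to 5.7% of the reads in the control tumors and 4.8% to 4.99% in the Sora-treated tumors. Counts were scaled with edgeR's TMM method and are given as CPM, the count of a gene relative to the scaled total of its tumor. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 16513 genes with at least 10 counts in at least 3 tumors. The standard error of a log2 fold change is taken from the same test. DESeq2, which the paper used, was run as an alternative. The biological coefficient of variation between tumors of one group was 0.132.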

Compared with control mouse HCC tumors, Sora-treated mouse HCC tumors presented 819 up-regulated genes and 811 down-regulated genes (Figure 1*A* and *B*). 

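With an adjusted p under 0.05 and a change of more than 2-fold, 69 genes were up-regulated and 55 were down-regulated in Sora-treated tumors by edgeR's quasi-likelihood test. Without the limit on the fold change, 321 genes were up-regulated and 222 were down-regulated. In the default setting of DESeq2, 100 genes were up-regulated and 83 were down-regulated by more than 2-fold, and 619 and 575 at any fold. In the fit without Sora-treated tumor 4, which uses only the deposited counts, edgeR called 3 up-regulated and 1 down-regulated gene by more than 2-fold, and 4 and 1 at any fold. No gene was called on log2(FPKM + 1) of all genes, tested with limma (1588 up-regulated and 1527 down-regulated at an unadjusted p under 0.05), or by edgeR's glmTreat against 2-fold (77 and 53). DESeq2 on the same 5 deposited columns of counts called 51 up-regulated and 40 down-regulated genes by more than 2-fold. Without Sora-treated tumor 3, edgeR called 574 up-regulated and 571 down-regulated genes at any fold.

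**Figure D1:**
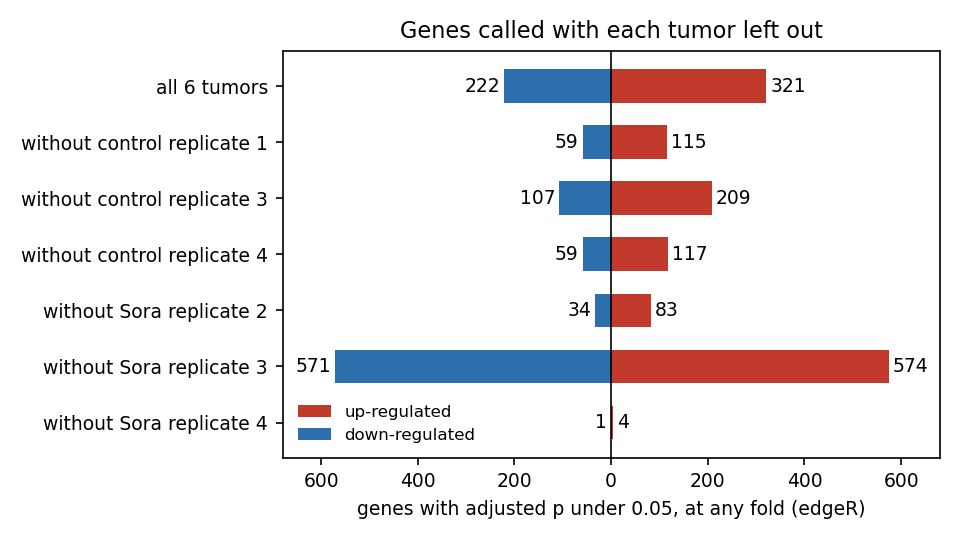
Number of genes with an adjusted p under 0.05 at any fold (edgeR) with all 6 tumors and with each tumor left out. Bars to the right are up-regulated and bars to the left are down-regulated genes in Sora-treated tumors, from 321 and 222 with all tumors to 4 and 1 without Sora replicate 4.

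Among genes whose groups did not overlap, with a mean of at least 1 CPM, the largest rise was that of Gm36488, a long noncoding RNA gene on chromosome 4 of GRCm38.p6 (13561170 to 13586977), from 0.537 ± 0.156 to 3.17 ± 0.684 CPM (SD, n = 3). Its log2 fold change was 2.54 (standard error 0.34, adjusted p = 0.0085, edgeR). Tmem179, Serpina3b, Krtap4-16, and Prss22 followed with log2 fold changes of 2.36, 2.28, 2.25, and 2.03. The largest fall was that of Ceacam2 on chromosome 7 (25516042 to 25540004), from 2.22 ± 0.744 to 0.358 ± 0.264 CPM, a log2 fold change of -2.62 (standard error 0.55, adjusted p = 0.032, edgeR). Kcnk16, Gsta3, Gprc6a, and Ttr followed with -2.27, -2.25, -2.17, and -2.15. Serpina3b, Krtap4-16, Ceacam2, and Gsta3 have close relatives with which reads can be shared. The smallest p belonged to Acsbg1 on chromosome 9 (54604886 to 54661885), which rose from 52.01 ± 5.26 to 122 ± 12.3 CPM (SD, n = 3 tumors per group; log2 fold change 1.23, adjusted p = 0.0015, edgeR). Nrn1 and Tmem41b came next among the up-regulated genes, with log2 fold changes of 1.41 and 0.97. Ttr, Cpm (-1.03), and Gsta3 had the smallest p among the down-regulated genes. Without Sora-treated tumor 4, Acsbg1 (adjusted p = 0.017), Nrn1, Tmem41b, and Ttr (each 0.046) stayed under 0.05, whereas Gm36488 (0.058), Prss22 (0.054), Gsta3 (0.054), Cpm (0.054), and Ceacam2 (0.096) did not, in edgeR's test. Tmem179 (0.064), Serpina3b (0.089), Krtap4-16 (0.11), Kcnk16 (0.11), and Gprc6a (0.18) did not either.
Pearson correlations of log2(CPM + 1) over genes were 0.993 in each pair of control tumors, 0.993 to 0.995 in pairs of Sora-treated tumors, and 0.988 to 0.993 in pairs from different groups. Average-linkage clustering on these correlations put the control tumors in 1 group and the Sora-treated tumors in the other. On the first principal component, which held 43.1% of the variance, the control tumors lay at -11.1, -14.6, and -20.5 and Sora-treated tumors 2, 3, and 4 at 22.5, 2.69, and 21.1.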

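Signaling genes among the DEGs were counted with gene families listed by symbol, because the pathway sets of the paper were not used here. The 5 families were chemokine ligands, chemokine receptors, interleukins, interleukin receptors, and other cytokines, and 157 of their genes were tested. Of the 124 DEGs changed by more than 2-fold, 4 belonged to these families, against 1.18 expected from the 16513 genes tested (odds ratio 3.54, one-sided Fisher's exact test, p = 0.031). Il24, Osm, and Cxcl2 were up-regulated, and Cxcl15 was down-regulated. Cxcl15 fell from 41.1 ± 1.38 to 11.9 ± 5.05 CPM (SD, n = 3), with a log2 fold change of -1.79 (standard error 0.22, adjusted p = 0.0071, edgeR). Cxcl2 rose from 3.43 ± 0.46 to 12.3 ± 6.85 CPM, with a log2 fold change of 1.84 (standard error 0.37, adjusted p = 0.028, edgeR). The log2 fold changes of Il24 and Osm were 1.61 and 1.10, at means of 6.61 and 7.67 CPM in Sora-treated tumors. At any fold, 6 of 543 genes belonged to the families, with Bmp4 and Cxcl3 added, against 5.16 expected (odds ratio 1.17, p = 0.41 in the same exact test). With the DEGs of DESeq2, the odds ratio was 2.38 (p = 0.096 in the same exact test). With 1 tumor left out, p was under 0.05 in the exact test only without Sora-treated tumor 3 (0.034). Without Sora-treated tumor 4, none of the 4 DEGs belonged to the families.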

Through pathway enrichment analysis, we found that these differentially expressed genes (DEGs) were associated with multiple signaling pathways (Figure 1*C*). Gene-set enrichment analysis (GSEA) of the RNA-seq data revealed that chemokine and cytokine signaling and interleukin receptor signaling were increased in Sora-treated HCC tumors (Figure 1*D*). 

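The gene sets behind Figure 1D were not used here, and the same families of genes were tested as sets with limma's camera (correlation between genes preset to 0.01, two-sided). The median log2 fold change was -0.09 over 34 chemokine ligands, -0.02 over 23 chemokine receptors, -0.13 over 24 interleukins, -0.10 over 37 interleukin receptors, and -0.11 over 39 other cytokines. No family differed from the other genes (adjusted p over the 5 families from 0.71 to 0.83, camera). Within the chemokine ligands 14 genes were higher and 20 were lower, and within the interleukin receptors 14 were higher and 23 were lower. A preranked gene-set enrichment analysis with fgsea gave normalized enrichment scores of -1.27 for chemokine ligands, -1.27 for chemokine receptors, 1.35 for interleukins, -1.14 for interleukin receptors, and 1.01 for other cytokines, with adjusted p from 0.25 to 0.43. The median of the interleukins moved most, from -0.23 without control tumor 4 to 0.08 with log2(FPKM + 0.1) in place of counts. The median of the other cytokines also turned positive with FPKM values, to 0.0081, and that of the chemokine receptors rose to 0.12 without control tumor 3. No alternative brought a family past the threshold. Cxcl3 (log2 fold change 0.50) and Bmp4 (0.50) were the genes of these families, apart from those over 2-fold, with an adjusted p under 0.05 over all genes (0.047 and 0.023, edgeR), and without Sora-treated tumor 4 neither was (0.19 and 0.12).

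**Figure D2:**
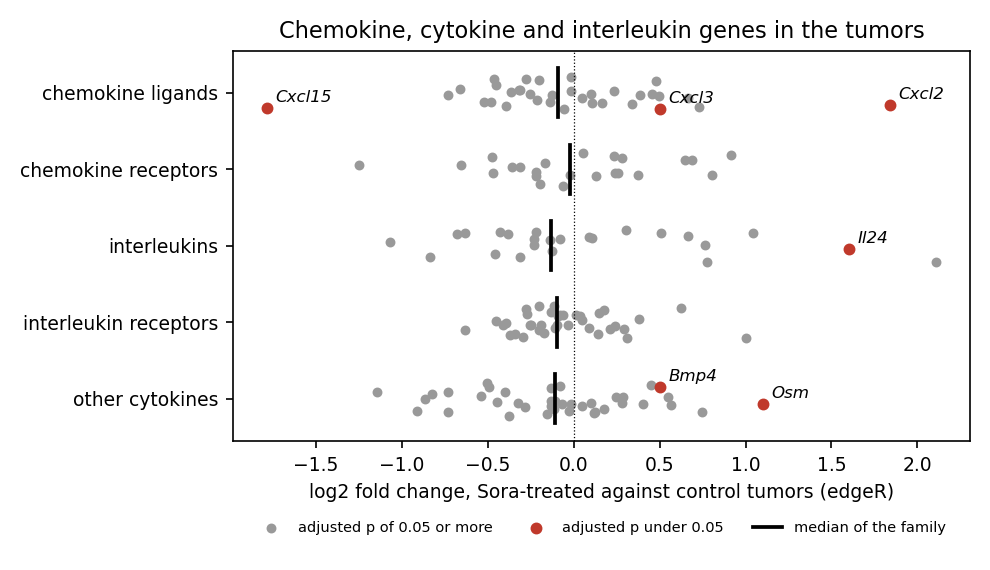
Log2 fold change (edgeR) of each tested chemokine, cytokine, and interleukin gene between Sora-treated and control tumors. Each point is a gene, the bar is the median of the family, and red points have an adjusted p under 0.05; the medians lie between -0.13 and -0.02.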

We further analyzed the associations between the expression levels of DEGs and immune cell infiltration and found that these genes were closely related to immune cell infiltration. 

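The signatures of mMCPcounter were not used here, and 12 lists of marker genes took their place. The score of a list is the mean of log2(CPM + 1) over its genes in a tumor. Besides CD8 T cells, 2 of the other 11 lists had all Sora-treated tumors on one side of the control tumors. The T cell score (14 genes) was 4.60 ± 0.14 in control and 4.30 ± 0.09 in Sora-treated tumors (SD, n = 3; exact permutation test, p = 0.1, the smallest p that 3 tumors against 3 allow). The macrophage score (15 genes) was 6.70 ± 0.07 and 6.51 ± 0.08 (SD, n = 3; exact permutation test, p = 0.1). With the median over the macrophage list in place of the mean, the difference was -0.098 rather than -0.19, and the groups overlapped. Scores overlapped between the groups for cytotoxic effector genes (difference -0.33), Treg cells (-0.02), NK cells (0.04), B cells (-0.11), dendritic cells (-0.07), monocytes (-0.19), neutrophils (0.41), eosinophils (-0.07), and mast cells (0.05). Over the 12 lists the smallest adjusted p of the exact permutation test was 0.4. Without control tumor 4, 6 of the 11 lists were separated, and without Sora-treated tumor 3, 4 were. Tested as sets with camera over 27 lists, CD8 T cells (median log2 fold change -0.44, adjusted p = 0.0014), T cells (median log2 fold change -0.30, adjusted p = 1.7e-06), macrophages (-0.24, 9.6e-05), cytotoxic effector genes (-0.43, 8.1e-05), and neutrophils (0.70, 0.00018) passed the threshold. None of these calls held with a correlation estimated from the data or under fry, where the smallest adjusted p were 0.35 and 0.16. In fgsea, which permutes genes rather than tumors, 15 of the 27 lists passed, among them T cells (adjusted p = 8.5e-05) and CD8 T cells (0.020). Cd6 (log2 fold change -0.58, adjusted p = 0.039), Mertk (-0.45, 0.031), Tigit (0.42, 0.034), Klra4 (1.81, 0.045), S100a9 (1.21, 0.042), and Hdc (1.01, 0.046) were the markers other than that of CD8 T cells with an adjusted p under 0.05 in edgeR's test, and each was over 0.05 without Sora-treated tumor 4.

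**Figure D3:**
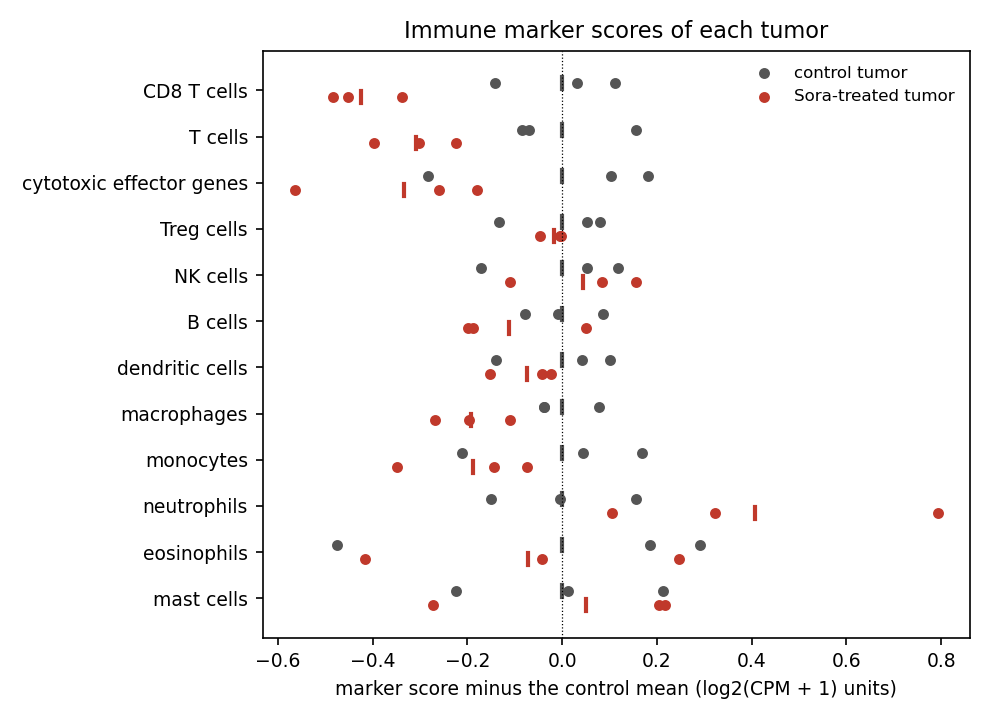
Immune marker scores of each tumor, as the difference from the mean of the control tumors in log2(CPM + 1) units. Points are tumors and bars are group means; the groups do not overlap for CD8 T cells, T cells, and macrophages.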

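The CD8 T cell list held Cd8a and Cd8b1, neighboring genes on chromosome 6 of GRCm38.p6 (71373427 to 71379171 and 71322788 to 71337492). The mean of log2(CPM + 1) over both was 5.60, 5.52, and 5.35 in control tumors 1, 3, and 4 and 5.04, 5.15, and 5.01 in Sora-treated tumors 2, 3, and 4. The difference was -0.42 (exact permutation test, two-sided p = 0.1, the smallest that 3 tumors against 3 allow), and it lay between -0.50 and -0.37 with each tumor left out. Cd8b1 fell from 29.1 ± 2.93 to 19.7 ± 0.695 CPM (SD, n = 3), with a log2 fold change of -0.56 (standard error 0.10, adjusted p = 0.018, edgeR). Cd8a fell from 66.5 ± 5.47 to 53.5 ± 6.51 CPM, with a log2 fold change of -0.31 (standard error 0.10, adjusted p = 0.12, edgeR). Neither gene changed by more than 2-fold. The call of Cd8b1 was lost without control tumor 1 (adjusted p = 0.060), without Sora-treated tumor 2 (0.069), and without Sora-treated tumor 4 (0.089), in edgeR's test.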

Among the DEGs in the Sora-treated HCC tumor, those associated with CD8^+^ T cells were down-regulated (Figure 1*E*).^15^ Together, these results indicate that Sora may suppress the immune response in the HCC TME.

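All 14 tested genes of the T cell list and all 15 of the cytotoxic effector list had a log2 fold change under 0. Of the 12 genes of the Treg list, 6 were higher, Tigit among them, and 6 were lower. Foxp3 was among the lower ones (log2 fold change -0.32, adjusted p = 0.56, edgeR), and bulk RNA does not show which cells hold the reads of Tigit. Cd3e fell from 29.0 ± 2.06 to 23.0 ± 2.59 CPM (SD, n = 3; log2 fold change -0.33, adjusted p = 0.11, edgeR), and the groups did not overlap. Cd4, Gzmb, and Gzma overlapped between the groups (log2 fold changes -0.55, -0.49, and -0.59, adjusted p from 0.14 to 0.27, edgeR). Ifng and Prf1 did not differ (log2 fold changes -0.11 and -0.19, adjusted p 0.83 and 0.76, edgeR). The paper reasons from the DEGs and their pathways, the chemokine, cytokine, and interleukin receptor sets of Figure 1D, and the lower CD8 T cell estimate of Figure 1E, and proposes that Sora may suppress the immune response in the HCC TME.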

**Figure 1:**
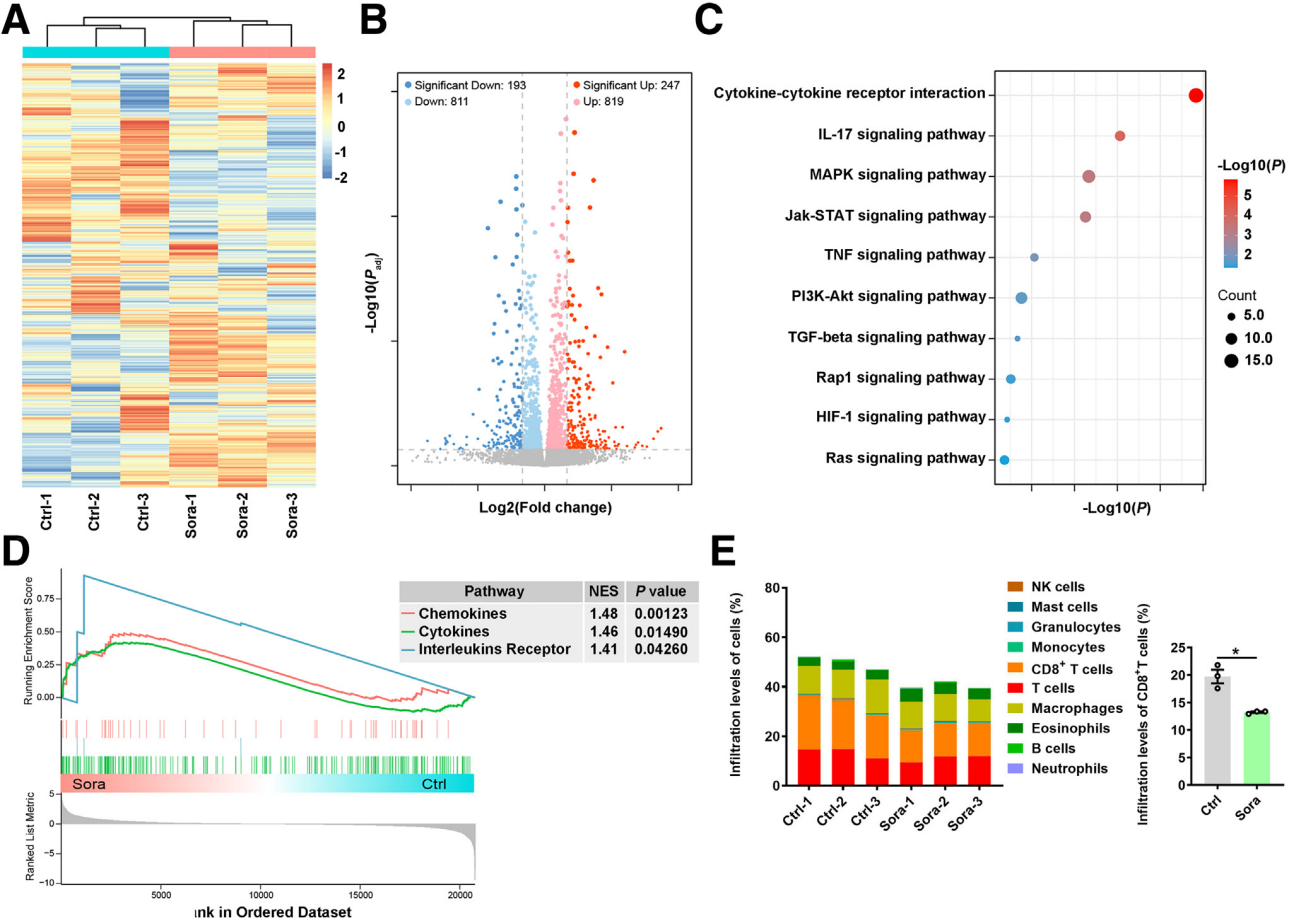
**Sora suppresses the immune response in HCC.** (*A*) HCC tumors were collected from Hepa1-6 tumor-bearing mice that received ip injection of 10 mg kg^−1^ Sora on days 9, 11, 13, and 15. Heatmap of RNA-seq data from control HCC tumors and Sora-treated HCC tumors. (*B*) Scatterplot of RNA-seq data showing genes whose expression was up-regulated (*red dots*) or down-regulated (*blue dots*) by at least 2-fold in Sora-treated HCC tumors relative to control HCC tumors and genes with similar expression in HCC tumors treated with or without Sora (*gray dots*). Differential expression analysis was performed using the DESeq2 package in R with default parameters. |log_2_ FoldChange|>1 and *P*_adj_ <.05 were used to obtain a final list of DEGs. (*C*) Gene ontology molecular function analysis is shown, with KEGG pathways enriched in control HCC tumors and Sora-treated HCC tumors. (*D*) Enrichment of the chemokine, cytokine, and interleukin receptor pathways according to GSEA in control HCC tumors and Sora-treated HCC tumors. (*E*) The number of DEGs associated with immune cell infiltration in control and Sora-treated HCC tumors was estimated via mMCPcounter. ∗*P* < .05.

### Sora Promotes Treg Cell Differentiation in HCC

Next, we established mouse HCC tumor model to validate the effect of Sora on the tumor immune microenvironment comprehensively. Sora inhibited tumor progression in a murine model established with Hepa1-6 liver cancer cells (Figure 2*A*) and was cytotoxic to Hepa1-6 cells (Figure 2*B*). Interestingly, Sora significantly increased the proportions of CD4^+^CD25^+^Foxp3^+^ Treg cells among tumor-infiltrating leukocytes (TILs) but decreased the proportions of MHC-II^+^CD11c^+^ dendritic cells (DCs) and CD19^+^ B cells among TILs (Figure 2*C*), suggesting that Sora treatment led to the formation of an immunosuppressive TME. However, Sora had no effect on F4/80^+^CD11b^+^ macrophages, CD3^-^NK1.1^+^ natural killer (NK) cells, or Ly6G^+^CD11b^+^ neutrophils among TILs (Figure 2*C*). In addition, consistent with the increase in the proportion of Treg cells, Sora also decreased the levels of Ki-67, IFN-γ, and granzyme B in CD8^+^ T cells (Figure 2*D*), suggesting the inhibition of T-cell activation.

**Figure 2:**
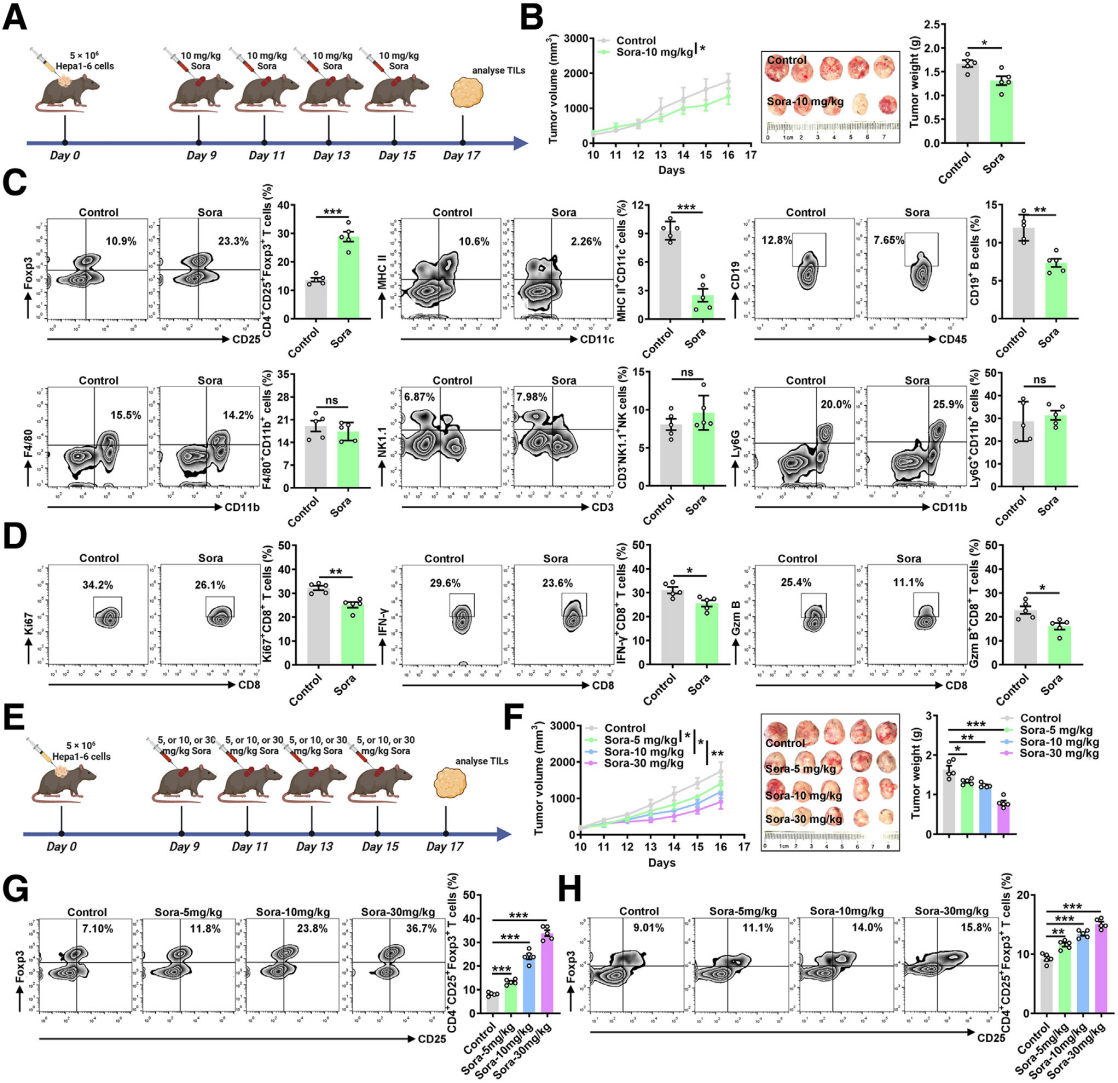
**Sora increases Treg cell activity in HCC.** (*A*) Schematic of murine model established with Hepa1-6 liver cancer cells and time points at which Sora was administered via ip injection. (*B*) Tumor sizes (*left*) in Hepa1-6 tumor-bearing mice that received ip injection of 10 mg kg^−1^ Sora was recorded every other day, and the tumor weights (*right*) were measured immediately after they were excised and plotted. (*C* and *D*) FC analysis of CD4^+^CD25^+^Foxp3^+^ Treg cells, MHC-II^+^CD11c^+^ DCs, CD19^+^ B cells, F4/80^+^CD11b^+^ macrophages, CD3^-^NK1.1^+^ NK cells, Ly6G^+^CD11b^+^ neutrophils (*C*), and Ki-67^+^CD8^+^ T, IFN-γ^+^CD8^+^ T, and granzyme B^+^CD8^+^ T cells (*D*) among TILs on day 17 in Hepa1-6 tumor-bearing mice that received ip injection of 10 mg kg^−1^ Sora every 2 days (*left*) and the corresponding statistical analysis (*right*). (*E*) Schematic of murine model established with Hepa1-6 liver cancer cells and time points at which Sora was administered via ip injection. (*F*) Tumor sizes (*left*) in Hepa1-6 tumor-bearing mice that received ip injections of 5, 10, or 30 mg kg^−1^ Sora were recorded every other day, and the tumor weights (*right*) were measured immediately after they were excised and plotted. (*G* and *H*) FC analysis of CD4^+^CD25^+^Foxp3^+^ Treg cells among TILs (*G*) or in the spleen (*H*) on day 17 in Hepa1-6 tumor-bearing mice that received ip injections of 5, 10, or 30 mg kg^−1^ Sora every 2 days (*left*) and the corresponding statistical analysis (*right*). Representative results from 3 independent experiments are shown (mean ± SD) (n = 3). ∗*P* < .05; ∗∗*P* < .01; ∗∗∗*P* < .001; ns, not significant (unpaired Student *t* test).

To further confirm the effect of Sora in Treg cells in HCC, we treated tumor-bearing mice with Sora at doses of 5, 10, or 30 mg kg^-1^ (Figure 2*E*), and Sora inhibited the growth of liver cancer in a dose-dependent manner (Figure 2*F*). We detected a concentration-dependent increase in the proportion of Treg cells among TILs in Sora-treated tumor-bearing mice (Figure 2*G*). In addition, an increase in the number of Treg cells in the spleen was also observed (Figure 2*H*). Thus, Sora suppresses the immune response in HCC by increasing the Treg cell population in the TME.

### Sora Promotes Treg Cell Differentiation in Vitro

To further confirm the function of Sora in Treg cell differentiation, we differentiated naive CD4^+^ T cells from C57BL/6 mice into Treg cells via T-cell receptor (TCR) stimulation combined with TGF-β1 cytokine treatment (Figure 3*A*). We found that low concentrations of Sora (0.25 and 0.5 μmol/L) did not affect Treg cell differentiation (Figure 3*B*). However, high concentrations of Sora (1, 2, and 4 μmol/L) strongly promoted Treg cell differentiation (Figure 3*B*). The results of real-time polymerase chain reaction (PCR) also confirmed that Sora promoted Treg cell differentiation (Figure 3*C*). Moreover, *Foxp3*^*GFP*^ knock-in C57BL/6 mice were generated by inserting the *GFP* gene into the endogenous *Foxp3* locus.^16^ We subsequently differentiated naive CD4^+^ T cells isolated from *Foxp3*^*GFP*^ transgenic mice into Treg cells and treated with the Sora (Figure 3*D*). Similarly, Sora (1, 2, and 4 μmol/L) promoted Treg cell differentiation in TCR-stimulated CD4^+^ T cells from *Foxp3*^*GFP*^ transgenic mice (Figure 3*E* and *F*). Next, we established an antigen-stimulation differentiation model using naive CD4^+^ T cells from OT II transgenic mice in which OT II CD4^+^ T cells transgenically express a TCR that recognizes an epitope of OVA_323–339_ in the context of I-Ab^17^ (Figure 3*G*). Sora facilitated the differentiation of CD4^+^ T cells from OT-II transgenic mice into Treg cells in response to their cognate antigen OVA_323–339_ (Figure 3*H* and *I*). In addition, Sora did not directly influence the levels of IFN-γ and granzyme B in CD8^+^ T cells directly (Figure 3*J*). Taken together, these results indicate that Sora promotes the induction of Treg cells in vitro.

**Figure 3:**
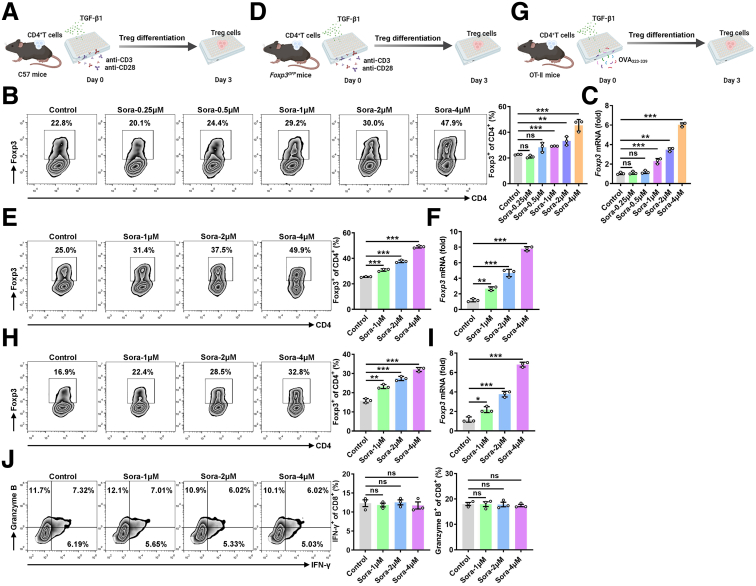
**Sora promotes Treg cell induction in vitro.** (*A*) Schematic of in vitro induction of Tregs isolated from C57BL/6J mice. (*B* and *C*) FC analysis of Foxp3^+^CD4^+^ T cells (*left*) and the corresponding statistical analysis (*right*) (*B*), real-time PCR analysis of *Foxp3* mRNA expression (*C*) in naive CD4^+^ T cells stimulated with anti-CD3 antibodies, anti-CD28 antibodies, and the indicated concentrations of Sora under Treg-skewing conditions for 4 days. (*D*) Schematic of the in vitro induction of Tregs isolated from *Foxp3*^*GFP*^ mice. (*E* and *F*) FC analysis of GFP^+^CD4^+^ T cells (*left*) and the corresponding statistical analysis (*right*) (*E*), real-time PCR analysis of *Foxp3* mRNA expression (*F*) in naive CD4^+^ T cells from *Foxp3*^*GFP*^ mice stimulated with anti-CD3 or anti-CD28 antibodies in the presence of 1, 2, or 4 μmol/L Sora under Treg-skewing conditions for 4 days. (*G*) Schematic of the in vitro induction of Tregs isolated from OT II mice. (*H* and *I*) FC analysis of Foxp3^+^CD4^+^ T cells (*left*) and the corresponding statistical analysis (*right*) (*H*), real-time PCR analysis of *Foxp3* mRNA expression (*I*) in naive CD4^+^ T cells from OT-II mice stimulated with 2 μg mL^−1^ OVA_323–339_ peptide plus T-cell-depleted γ-irradiated splenic cells in the presence of 1, 2, or 4 μmol/L Sora and 10 ng mL^-1^ TGF-β1 for 4 days. (*J*) CD8^+^ T cells were sorted from C57BL/6J mice and stimulated with anti-CD3 or anti-CD28 antibodies in the presence of Sora for 24 hours. FC analysis of IFN-γ and granzyme B levels in CD8^+^ T cells (*left*) and the corresponding statistical analysis (*right*). Representative results from 3 independent experiments are shown (mean ± SD) (n = 3). ∗*P* < .05; ∗∗*P* < .01; ∗∗∗*P* < .001; ns, not significant (unpaired Student *t* test).

### Sora Induces a Suppressive and Activated Phenotype in Treg Cells in Vitro

To obtain a comprehensive view of how Sora regulates the Treg cell phenotype, we performed RNA-seq. We differentiated naive CD4^+^ T cells from *Foxp3*^*GFP*^ transgenic mice into Treg cells with or without Sora in vitro and subsequently sorted GFP^+^ Treg cells for RNA-seq. There were many DEGs between the ctrl-Treg cells and Sora-Treg cells (Figure 4*A* and *B*). Focusing on genes associated with immunosuppressive function, we noted that the expression of Treg effector genes such as *Il10*, *Prf1,* and *Gzma* was increased in Sora-Treg cells (Figure 4*B*). In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed global transcriptomic changes in pathways associated with environmental information processing (cytokine-cytokine receptor interaction), organismal systems (pathways in cancer), and human diseases (hematopoietic cell lineage) (Figure 4*C*). A heatmap obtained via unsupervised hierarchical clustering revealed that *Il10* and *Tgf-beta1* were up-regulated in Sora-Treg cells compared with ctrl-Treg cells (Figure 4*D*), which was confirmed by real-time PCR and enzyme-linked immunosorbent assay (ELISA) (Figure 4*E*), suggesting that Sora-Treg cells presented an immunosuppressive and activated phenotype.

**Figure 4:**
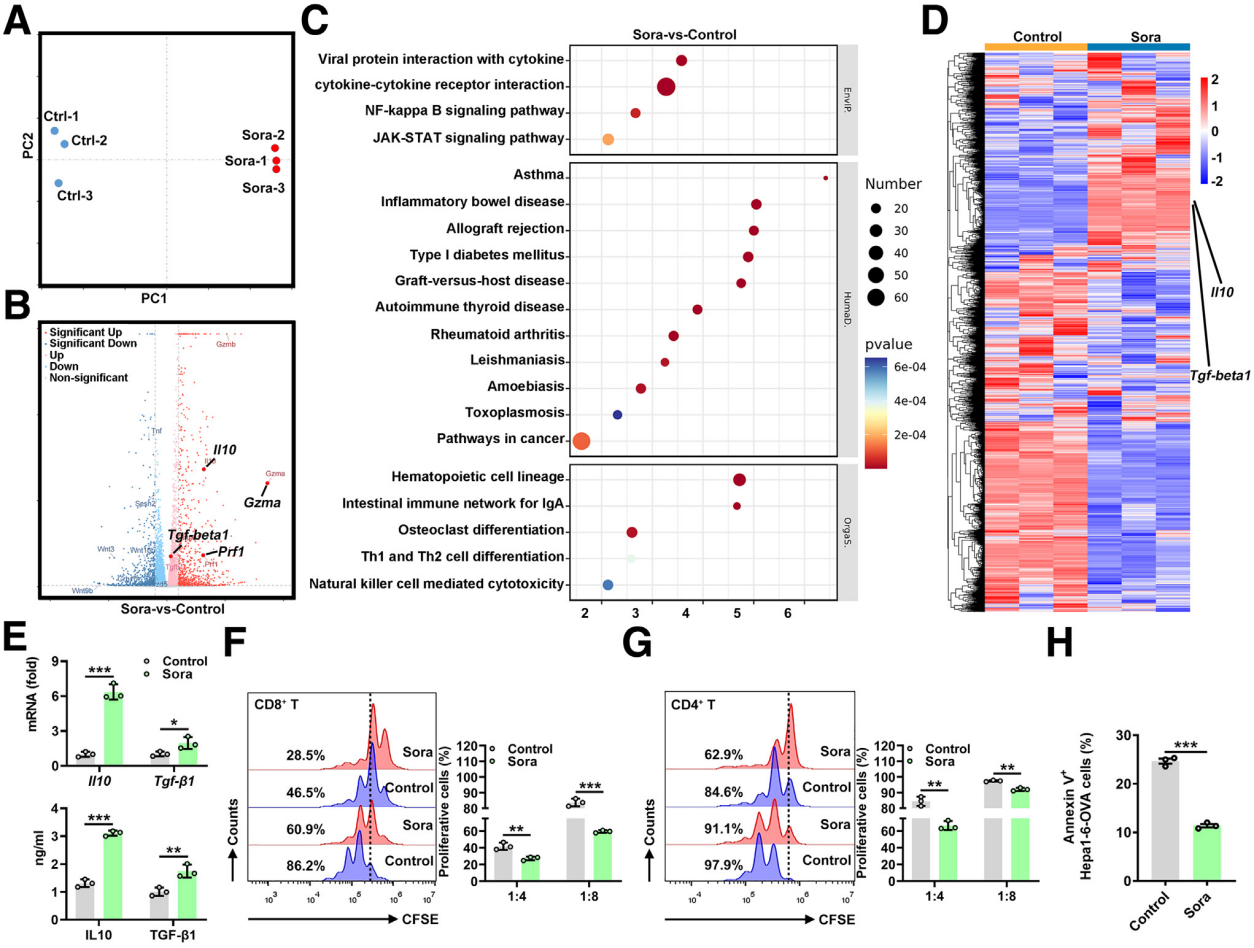
**Sora promotes an immunosuppressive and activated Treg cell phenotype.** (*A*) Principal component analysis (PCA) plots based on all expressed genes in control-Treg cells and Sora-Treg cells. (*B*) Scatterplot of RNA-seq data showing genes whose expression was up-regulated (*red dots*) or down-regulated (*blue dots*) by at least 2-fold in Sora-Treg cells relative to that in control-Treg cells and genes with similar expression in Sora-Treg cells and control-Treg cells (*gray dots*). (*C*) Gene ontology molecular function analysis is shown, with enriched KEGG pathways in Sora-Treg cells and control-Treg cells. (*D*) Heatmap of RNA-seq data from Treg cells for each sample in the control and Sora-Treg groups. (*E*) Real-time PCR (*top*) and ELISA (*bottom*) analysis of *Il10* and *Tgf-beta1* mRNA and protein expression in control-Treg cells or Sora-Treg cells differentiated from naive CD4^+^ T cells from *Foxp3*^*GFP*^ transgenic mice stimulated with anti-CD3 or anti-CD28 antibodies in the presence of 4 μmol/L Sora under Treg-skewing conditions for 4 days. (*F* and *G*) FC analysis of the proliferation of CFSE-labeled CD8^+^ (*F*) or CD4^+^ T cells (*G*) cocultured with control-Treg cells or Sora-Treg cells differentiated from naive CD4^+^ T cells from C57BL/6J mice stimulated with anti-CD3 or anti-CD28 antibodies in the presence of 4 μmol/L Sora under Treg-skewing conditions for 4 days and the corresponding statistical analysis. Cells were cultured at T cell: Treg cell ratio of 4:1 or 8:1 in anti-CD3- or anti-CD28-coated plates for 5 days. (*H*) CD8^+^ T cells in (*F*) were sorted and cocultured with Hepa1-6-OVA cells at a CD8^+^ T cell: Hepa1-6-OVA cell ratio of 10:1. FC analysis of Annexin V^+^ Hepa1-6-OVA cells. Representative results from 3 independent experiments are shown (mean ± SD) (n = 3). ∗*P* < .05; ∗∗*P* < .01; ∗∗∗*P* < .001 (unpaired Student *t* test).

To further confirm that Sora increased the suppressive capacity of Treg cells, we used a proliferation suppression assay with T cells. CD4^+^ T or CD8^+^ T cells were cocultured with ctrl-Treg cells or Sora-Treg cells. We found that Sora-Treg cells significantly decreased the proliferation of CD8^+^ T cells (Figure 4*F*), which was also observed in CD4^+^ T cells (Figure 4*G*). Furthermore, compared with CD8^+^ T cells treated with ctrl-Treg cells, CD8^+^ T cells treated with Sora-Treg cells were less cytotoxic to Hepa1-6-OVA cells (Figure 4*H*). Together, these findings indicate that Sora induces Treg cells to possess an immunosuppressive and activated phenotype.

### Sora Induces Treg Cell Differentiation via VEGFR/AKT/Foxo1 Signaling

Next, we explored how Sora regulates Treg cell differentiation. Sora slightly inhibited the proliferation of Treg cells and promoted their apoptosis (Figure 5*A* and *B*). Because TGF-β1 signaling-activated Smad2 and Smad3 are key transcripts for Treg cell differentiation,^18^^,^^19^ we detected the activation of Smad2 and Smad3 in control and Sora-treated CD4^+^ T cells under Treg-skewing conditions. We found that phosphorylated Smad2 and Smad3 protein levels did not differ between control and Sora-treated Treg cells (Figure 5*C*). In addition, ERK signaling is important for TCR activation, which maintains Treg cell homeostasis.^20^^,^^21^ Indeed, the levels of phosphorylated ERK and MEK proteins were greater in Sora-treated CD4^+^ T cells than in control CD4^+^ T cells (Figure 5*D*). However, inhibition of ERK signaling by U0126 failed to inhibit the Treg differentiation induced by Sora (Figure 5*E*), indicating that other signaling pathways might be important for Sora-induced Treg differentiation.

**Figure 5:**
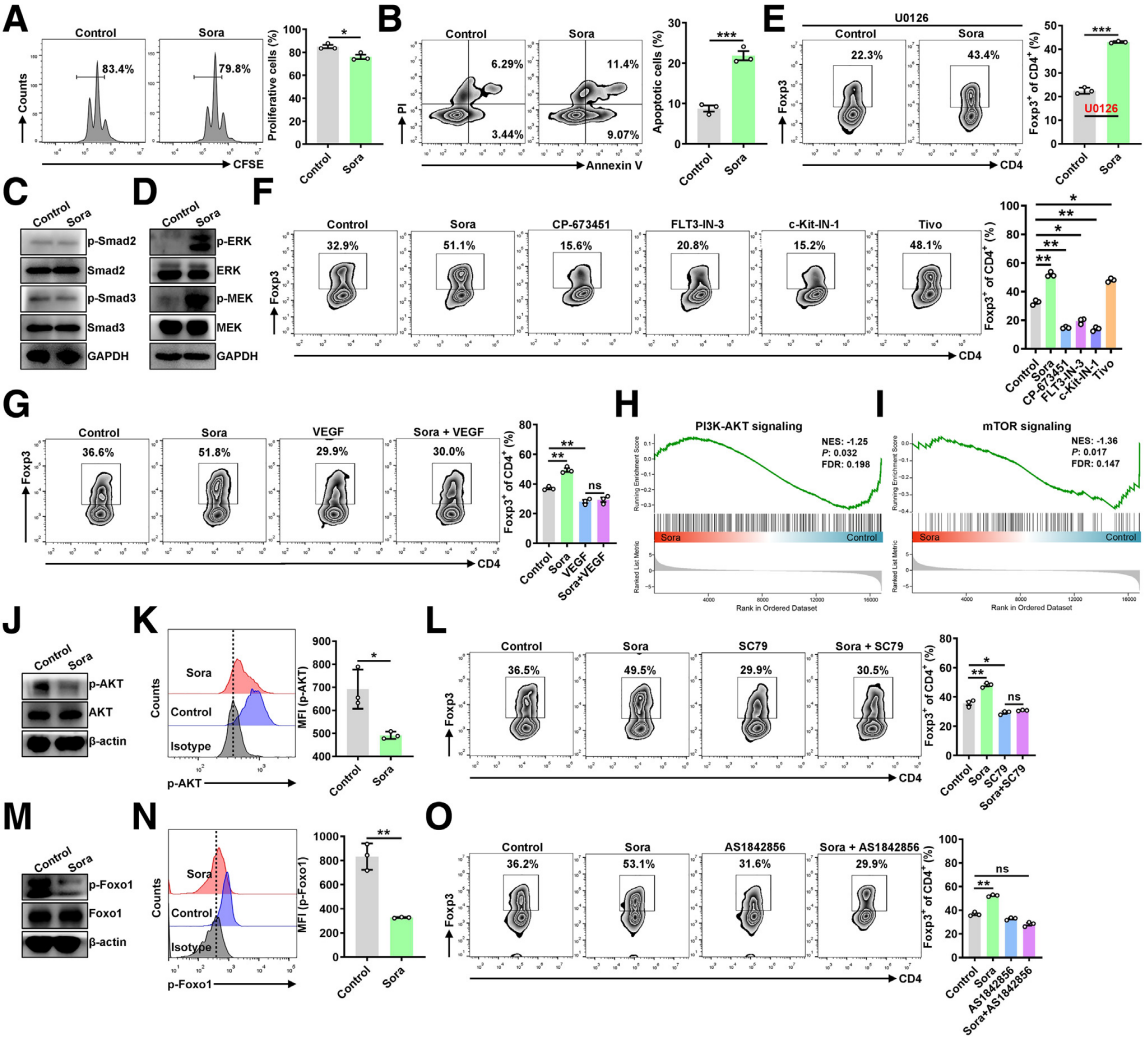
**Sora induces Treg cell differentiation via VEGFR/AKT/Foxo1 signaling.** (*A* and *B*) Naive CD4^+^ T cells from C57BL/6J mice with (*A*) or without (*B*) CFSE labeling were differentiated into Treg cells under Treg-skewing conditions with or without 4 μmol/L Sora for 3 days. FC analysis of Treg proliferation, as measured by CFSE dilution and the corresponding statistical analysis (*A*), and FC analysis of apoptotic cells and the corresponding statistical analysis (*B*). (*C* and *D*) Immunoblot analysis of the indicated proteins in naive CD4^+^ T cells in the presence of 4 μmol/L Sora under Treg-skewing conditions for 24 hours. (*E*) FC analysis of Foxp3^+^CD4^+^ T cells in naive CD4^+^ T cells treated with 0.5 μmol/L U0126 or 4 μmol/L Sora under Treg-skewing conditions for 4 days. (*F* and *G*) FC analysis of Foxp3^+^CD4^+^ T cells in naive CD4^+^ T cells treated with 0.5 μmol/L CP-673451, 0.5 μmol/L FLT3-IN-3, 0.5 μmol/L c-Kit-IN-1, 1 μmol/L Tivo (*F*), 10 ng/mL VEGF (*G*), or 4 μmol/L Sora (*F* and *G*) under Treg-skewing conditions for 4 days (*left*) and the corresponding statistical analysis (*right*). (*H* and *I*) Enrichment of the PI3K-AKT signaling pathway (*H*) and the mTOR signaling pathway (*I*) according to GSEA in control-Treg cells and Sora-Treg cells. (*J* and *K*) Immunoblot analysis (*J*) and FC analysis (*K*) of the indicated proteins in naive CD4^+^ T cells in the presence of 4 μmol/L Sora under Treg-skewing conditions for 24 hours. (*L*) FC analysis of Foxp3^+^CD4^+^ T cells in naive CD4^+^ T cells treated with 0.1 μmol/L SC79 or 4 μmol/L Sora under Treg-skewing conditions for 4 days (*left*) and the corresponding statistical analysis (*right*). (*M* and *N*) Immunoblot analysis (*M*) and FC analysis (*N*) of p-Foxo1 in naive CD4^+^ T cells in the presence of 4 μmol/L Sora under Treg-skewing conditions for 24 hours. (*O*) FC analysis of Foxp3^+^CD4^+^ T cells in naive CD4^+^ T cells treated with 1 μmol/L AS1842856 or 4 μmol/L Sora under Treg-skewing conditions for 4 days (*left*) and the corresponding statistical analysis (*right*). Representative results from 3 independent experiments are shown (mean ± SD) (n = 3). ∗*P* < .05; ∗∗*P* < .01; ∗∗∗*P* < .001; ns, not significant (unpaired Student *t* test).

As a multikinase inhibitor, Sora can also inhibit the activity of VEGFR, PDGFR, FLT3, and c-Kit. We subsequently explored their relevance to Treg differentiation via the use of their inhibitors. Whereas CP-673451 (PDGFR inhibitor), FLT3-IN-3 (FLT3 inhibitor), and c-Kit-IN-1 (c-Kit inhibitor) did not promote Treg cell differentiation, Tivo (VEGFR inhibitor) did (Figure 5*F*), indicating that Sora might promote Treg cell differentiation via VEGFR. Furthermore, VEGF, a VEGFR activator, abolished Sora-induced Treg cell differentiation (Figure 5*G*). GSEA of the RNA-seq data revealed that Sora decreased PI3K/AKT signaling (Figure 5*H*) and mTOR signaling, which is downstream of the VEGFR/PI3K/AKT pathway^22^ (Figure 5*I*). In addition, Sora treatment also decreased the phosphorylation of AKT (Figure 5*J* and *K*). Moreover, the AKT activator SC79 succeeded in inhibiting Sora-induced Treg cell differentiation (Figure 5*L*). Akt phosphorylates and inhibits Foxo1, which is important for regulating *Foxp3* expression and Treg function.^23^^,^^24^ Indeed, we also observed that Sora inhibited the phosphorylation of the Foxo1 protein (Figure 5*M* and *N*). Furthermore, inhibition of Foxo1 by its inhibitor AS1842856 inhibited Sora-induced Treg cell differentiation (Figure 5*O*).

Collectively, our data demonstrate that Sora inhibits VEGFR, which subsequently suppresses Akt and activates Foxo1 to promote Treg cell differentiation.

### Sora Promoted an Immunosuppressive Treg Cell Phenotype in Vivo

To further explore how Sora regulates Treg cells in TME, we investigated AKT/Foxo1 signaling and confirmed that Sora treatment indeed reduced the phosphorylation of the AKT and Foxo1 proteins via flow cytometric (FC) analysis (Figure 6*A* and *B*). In addition, in situ immunofluorescence staining revealed a decrease in the phosphorylation of the AKT protein in the CD4^+^ T cells isolated from the tumor tissues of Sora-treated mice (Figure 6*C* and *E*). Moreover, immunofluorescence revealed more Treg cells were observed in Sora-treated tumors than in control tumors (Figure 6*D* and *E*). Further analysis confirmed the negative correlation between the numbers of AKT^+^CD4^+^ T cells and Foxp3^+^CD4^+^ T cells in the mouse tumor tissues (Figure 6*F*). Importantly, in human HCC tissues, we also observed the negative correlation between the numbers of AKT^+^CD4^+^ T cells and Foxp3^+^CD4^+^ T cells (Figure 6G–*I*).

**Figure 6:**
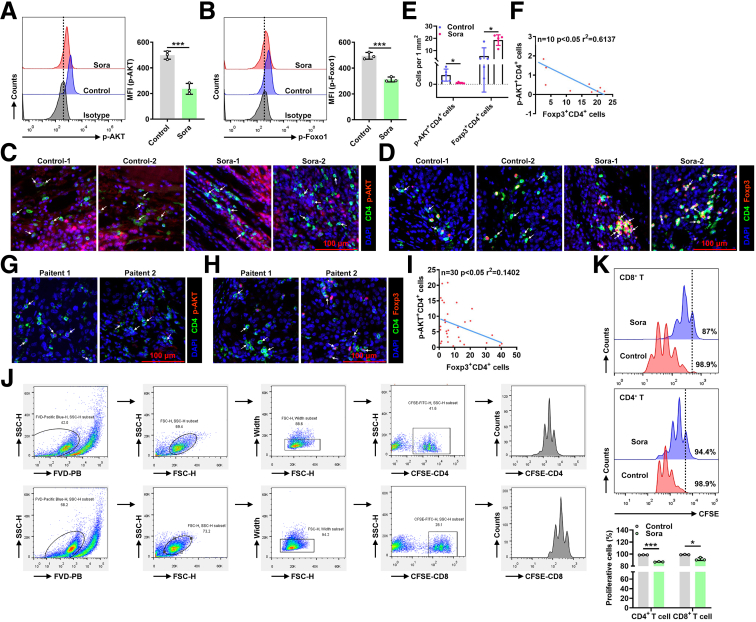
**Sora promotes an immunosuppressive Treg cell phenotype in vivo.** (*A* and *B*) FC analysis of the phosphorylation of the AKT protein (*A*) or the phosphorylation of the Foxo1 protein (*B*) in CD4^+^ T cells among TILs on day 17 in Hepa1-6 tumor-bearing mice that received ip injections of 10 mg kg^-1^ Sora every 2 days (*left*) and the corresponding statistical analysis (*right*). (*C*–*E*) Immunofluorescence analysis of p-AKT (*red*) and CD4^+^ T (*green*) (*C*) or Foxp3 (*red*) and CD4^+^ T (*green*) (*D*) among tumor tissues on day 17 in Hepa1-6 tumor-bearing mice that received ip injections of 10 mg kg^-1^ Sora every 2 days and the corresponding statistical analysis (*E*). (*F*) Pearson correlation between p-AKT^+^CD4^+^ T-cell and Foxp3^+^CD4^+^ T-cell numbers in tumor tissues from Hepa1-6 tumor-bearing mice treated with or without Sora. (*G* and *H*) Immunofluorescence analysis of p-AKT (*red*) and CD4^+^ T (*green*) (*G*) or Foxp3 (*red*) and CD4^+^ T (*green*) (*H*) in human HCC tumor tissues. (*I*) Pearson correlation between p-AKT^+^CD4^+^ T cells and Foxp3^+^CD4^+^ T cells in tumor tissues from human HCC patients. (*J*) The gating strategy for the FC analyses in (*K*). (*K*) FC analysis of the proliferation of CFSE-labeled CD4^+^ or CD8^+^ T cells cocultured with control-Treg cells or Sora-Treg cells from the spleens of Sora-treated Hepa1-6 tumor-bearing mice on day 17 (*left*) and the corresponding statistical analysis (*right*). The cells were cultured at a T-cell: Treg cell ratio of 4:1 in anti-CD3 antibody and anti-CD28 antibody-coated plates for 5 days. Representative results from 3 independent experiments are shown (mean ± SD) (n = 3). ∗*P* < .05; ∗∗*P* < .01; ∗∗∗*P* < .001; ns, not significant (unpaired Student *t* test).

Because Sora-induced Treg cells present a more immunosuppressive phenotype in vitro, we examined the function of Treg cells isolated from Sora-treated mice. Compared with Treg cells sorted from control mice, Treg cells isolated from Sora-treated mice had greater immunosuppressive effects (Figure 6*J* and *K*). Taken together, these results indicate that Sora promoted a suppressive and activated Treg cell phenotype in vivo.

### Agents That Inactivate Treg Cells Increase the Therapeutic Efficacy of Sora in HCC

Whereas Sora treatment can inhibit tumor growth, it also promotes Treg cell differentiation, thus suppressing the immune response in the TME and reducing its antitumor efficiency. Therefore, Treg inhibition may be an effective strategy for reactivating the immune system and increasing the therapeutic efficacy of Sora.

We first assessed the combination of Sora with an anti-CD25 antibody in HCC and found that the anti-CD25 antibody notably enhanced the ability of Sora to inhibit the growth of Hepa1-6 xenografts (Figure 7*A*–*C*). Analysis of spleen cells revealed that combination treatment notably increased the number of IFN-γ^+^CD8^+^ T cells, granzyme B^+^CD8^+^ T cells, and Ki67^+^CD8^+^ T cells (Figure 7*D*), indicating that Treg depletion by an anti-CD25 antibody alleviated Sora-induced immunosuppression. Moreover, we performed combination therapy with Sora and the Foxo1 inhibitor AS1842856 (Figure 7*E*). Like the anti-CD25 antibody, AS1842856 also greatly enhanced the therapeutic effects of Sora against Hepa1-6 tumors (Figure 7*F* and *G*). Similarly, combination therapy with Sora and AS1842856 also increased the numbers of IFN-γ^+^CD8^+^ T cells, granzyme B^+^CD8^+^ T cells, and Ki67^+^CD8^+^ T cells among spleen cells (Figure 7*H*). These data collectively highlight the therapeutic potential of combining agents that deplete Treg cells with Sora in HCC.

**Figure 7:**
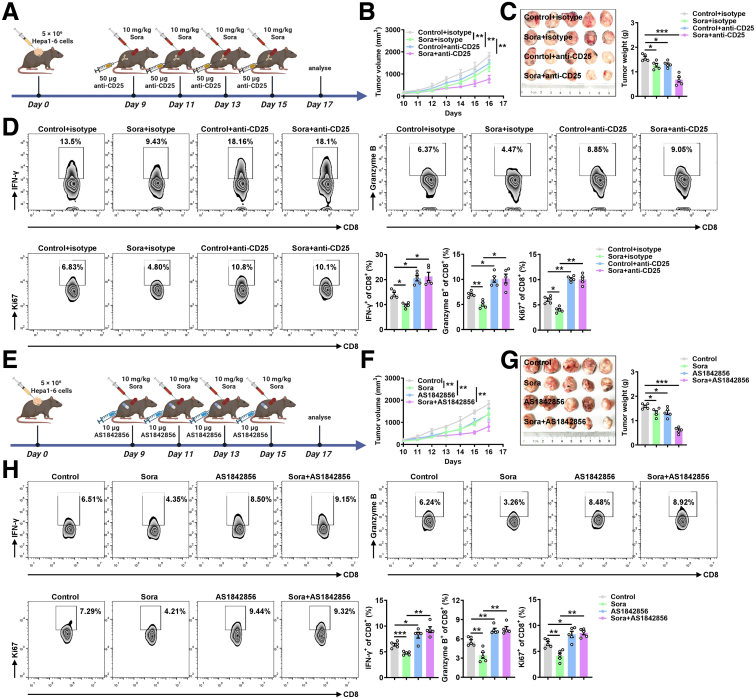
**Agents that deplete Treg cells increase the therapeutic efficacy of Sora.** (*A*) Schematic of the murine model established with Hepa1-6 liver cancer cells with the time points and doses of Sora and the anti-CD25 antibody. (*B* and *C*) Tumor sizes (*B*) in Hepa1-6 tumor-bearing mice that received ip injections of 10 mg kg^−1^ Sora or 50 μg anti-CD25 antibody were recorded every other day, and the tumor weights (*C*) were measured immediately after they were excised and plotted. (*D*) FC analysis of IFN-γ^+^CD8^+^ T cells, granzyme B^+^CD8^+^ T cells, and Ki67^+^CD8^+^ T cells among the spleens of Hepa1-6 tumor-bearing mice that received ip injections of 10 mg kg^−1^ Sora and 50 μg anti-CD25 antibody every 2 days on day 17; the corresponding statistical analysis is shown. (*E*) Schematic of the murine model established with Hepa1-6 liver cancer cells and the time points at which Sora and AS1842856 were injected intraperitoneally. (*F* and *G*) Tumor sizes (*F*) in Hepa1-6 tumor-bearing mice that received ip injections of 10 mg kg^−1^ Sora and 10 mg kg^−1^ AS1842856 were recorded every other day, and the tumor weights (*G*) were measured immediately after they were excised and plotted. (*H*) FC analysis of IFN-γ^+^CD8^+^ T cells, granzyme B^+^CD8^+^ T cells, and Ki67^+^CD8^+^ T cells among the spleens of Hepa1-6 tumor-bearing mice that received ip injections of 10 mg kg^−1^ Sora and 10 mg kg^−1^ AS1842856 every 2 days on day 17; the corresponding statistical analysis is shown. Representative results from 3 independent experiments are shown (mean ± SD) (n = 5). ∗*P* < .05; ∗∗*P* < .01; ∗∗∗*P* < .001 (unpaired Student *t* test).

## Discussion

Epigenetic processes, transport processes, regulated cell death, and TME have been shown to be related to Sora resistance and can be classified as direct or indirect. The lncRNA SNHG1 contributed directly to Sora resistance by activating AKT signaling and its nuclear expression in HCC.^25^ Moreover, miR-494 overexpression directly increased Sora resistance via mTOR pathway activation in HCC, and high miR-494 levels were associated with a lower Sora response in HCC animal models.^26^ Thus, we wanted to explore how Sora influences its own resistance in HCC indirectly. The TME plays a pivotal role in tumor progression because of its large reservoir of immunocompetent cells such as CD8^+^ T cells, NK cells, B cells, and DCs, and immunosuppressive cells such as MDSCs and Treg cells. Recently, a growing number of studies have shown that the infiltration of tumor-associated immunosuppressive cells is important for conferring Sora resistance.^11^^,^^16^^,^^27^ Here we found that Sora significantly increased the proportion of immunosuppressive Treg cells and largely decreased the numbers of antitumor DCs and B cells, thus facilitating the formation of an immunosuppressive TME. It would be interesting to determine whether Sora directly inhibits the infiltration of DCs and B cells. Activated Tregs can secrete cytokines to inhibit the infiltration of DCs and B cells.^28^^,^^29^ Therefore, the decrease in DC and B-cell infiltration might be a result of Sora-induced Treg cell differentiation. Sora can also induce the apoptosis of B cells via reactive oxygen species (ROS) generation, JNK/p38-MAPK activation, and Bax translocation.^30^ In addition, it can inhibit the proliferation of B lymphoblastic cells through the inhibition of PI3K/AKT signaling.^31^ Similarly, Sora inhibits PI3K/AKT and nuclear factor kappa B signaling to reduce DC function by down-regulating DC responsiveness to inflammatory signals.^32^ Therefore, Sora may also directly inhibit the infiltration of B cells and DCs to reprogram the TME.

Interestingly, Treg cells might be recruited to the TME by cytokines such as CCL2 and CCL17 produced by tumor-associated neutrophils, thus promoting the progression of HCC and resistance to Sora.^16^ Here, we are the first to discover that Sora can directly promote Treg cell differentiation via the inhibition of VEGFR/AKT signaling and activation of Foxo1. The effects of an VEGFR inhibitor were similar to those of Sora on Treg cell differentiation. Currently, Sora plus anti-VEGF/VEGFR antibodies are recommended for the clinical management of HCC. Interestingly, administering agents that inhibit Treg cell differentiation could further increase the clinical efficacy of Sora. For example, Foxo1 inhibition abrogated Sora-induced Treg cell differentiation in vitro and increased the therapeutic efficacy of Sora in HCC. Because various targeted therapies such as EGFR-TKIs can inhibit MAPK signaling, it is important to determine whether Treg cell differentiation is promoted and whether inhibiting Treg cell differentiation could increase the clinical efficacy of these targeted therapies.

Collectively, Sora promotes the differentiation but not the proliferation of Treg cells, leading to the expansion of tumor-infiltrating immunosuppressive Treg cells by modulating the VEGFR/ Akt/Foxo1 pathway in CD4^+^ T cells, thus conferring Sora resistance. Inhibiting Treg cell differentiation with an anti-CD25 antibody or the Foxo1 inhibitor AS1842856 increased the therapeutic efficacy of Sora in HCC in vivo, representing a new strategy to increase the clinical efficacy of Sora and potentially other targeted therapies.

## Materials and Methods

### RNA-seq Analysis

Total RNA was isolated and reverse transcribed into cDNA to generate an indexed Illumina library, which was subsequently sequenced at Oebiotech (Shanghai, China) using the BGISEQ-500 platform. High-quality reads were aligned to a mouse reference genome (GRCm38) via Bowtie2. The expression levels of individual genes that were measured via RNA-seq were normalized using the fragments per kilobase million reads using an expectation maximization algorithm. Significant differential expression of a gene was defined as >2-fold expression difference vs the control with an adjusted *P* value <.05. A heatmap was generated via Gene Ontology using Cluster software and visualized with Java Treeview. DEGs were analyzed by Gene Ontology using AMIGO (Barkingside, UK) and DAVID software. The enrichment degrees of the DEGs were analyzed using the KEGG database. The raw sequence data have been submitted to the NCBI Gene Expression Omnibus datasets with accession numbers GSE283371 and GSE280126.

### Mice and Cell Lines

Female C57BL/6J mice (6–8 weeks old) were purchased from Joint Ventures Sipper BK Experimental Animal Co (Shanghai, China). OT-II mice on a C57BL/6J background were purchased from Jackson Laboratory (Farmington, CT). *Foxp3*^*GFP*^ knock-in mice on a C57BL/6J background were provided by Prof Zhijian Cai (Zhejiang University School of Medicine, Hangzhou, Zhejiang, China). The mice were housed in a specific pathogen-free facility, and the experimental protocols were approved by the Animal Care and Use Committee of Zhejiang University School of Medicine (ZJU20240526). Hepa1-6 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA). The production of Hepa1-6-OVA cells with lentivirus-OVA-GFP (Shiyu Biotechnology Co, Ltd, Hangzhou, Zhejiang, China) was carried out as follows. Hepa1-6 cells were infected with lentivirus in 6-well plates in the presence of 10 μg mL^-1^ polybrene and centrifuged at 1500*g* for 2 hours at 32°C. After 24 hours, the GFP^+^ cells were sorted with a Beckman Coulter DxFLEX flow cytometer (Beckman Coulter Inc, Brea, CA). The OVA overexpression efficiency was confirmed by Western blot analysis. Hepa1-6 and Hepa1-6-OVA cells were cultured in Dulbecco modified Eagle medium supplemented with 10% fetal bovine serum. The cells were incubated at 37°C in a humidified atmosphere composed of 5% CO_2_ and 95% air.

### Human Samples

Human liver tissue samples from HCC patients were obtained from the Affiliated Hangzhou First People’s Hospital, School of Medicine, Westlake University. The Affiliated Hangzhou First People’s Hospital Ethics Committee approved the collection of human samples and patient information. The clinical information of the HCC patients is listed in Table 1.

**Table 1:** Clinical Characteristics of Patients With HCC (n = 30)

Characteristics	No. of patients
Gender	
Male	27
Female	3
Age (y)	
≤50	6
50–75	23
>75	1
Histologic subtype	
Poorly differentiated	10
Moderately differentiated	10
Well-differentiated	10
Pathological subtype	
Tuberous	25
Massive	5

### Tumor Growth Experiments

Individual C57BL/6J mice were injected subcutaneously with 5 × 10^6^ Hepa1-6 cells on day 0. Tumor-bearing mice received 5, 10, or 30 mg kg^−1^ Sora (HY-10201; MedChemExpress, Monmouth Junction, NJ) via intraperitoneal (ip) injection on days 9, 11, 13, and 15. Tumor size was monitored every day by measurement with Vernier calipers.

In vivo depletion of Treg cells was achieved via ip injection of 50 μg anti-CD25 antibody (BE0012; Bio X Cell, West Lebanon, NH) on days 9, 11, 13, and 15. In some experiments, 10 mg kg^−1^ AS1842856 (HY-100596; MedChemExpress) was injected intraperitoneally on days 9, 11, 13, and 15. According to the criteria of the Animal Care and Use Committee of Zhejiang University School of Medicine, the maximal tumor size permitted was 2000 mm^3^, and the tumor sizes in this study did not exceed the maximum size.

TILs were prepared via enzymatic digestion with 1 mg mL^−1^ collagenase IV (CLS-4; Worthington Biochemical Corp, Freehold, NJ) and 0.5 mg mL^−1^ DNase I (DN25; Sigma‒Aldrich) at 37°C for 90 minutes, followed by Percoll (GE Healthcare, Uppsala, Sweden) gradient purification. The isolated TILs were subjected to FC analysis.

### FC Analysis

For surface staining, the cells were stained with fluorescence-conjugated antibodies against surface antigens at room temperature for 20 minutes. To analyze cytokines, the cells were stimulated with Cell Stimulation Cocktail (plus protein transport inhibitors) (00-4975-03; eBioscience, San Diego, CA) for 6 hours, fixed with IC fixation buffer (00-8222-49; Invitrogen, Carlsbad, CA) at room temperature for 20 minutes, permeabilized (00–8333–56l; Invitrogen), and stained with fluorescence-conjugated antibodies against cytokines at room temperature for 30 minutes. Intranuclear staining was performed with fixation/permeabilization buffer (00-5521-00; Thermo Fisher Scientific, Waltham, MA). The stained cells were analyzed using a Beckman Coulter DxFLEX flow cytometer equipped with CytExpert experiment-based software (Beckman Coulter Inc), and the data were analyzed via FlowJo software (TreeStar, Ashland, OR).

To examine cell proliferation, the cells were stained with CFSE (C34554; Thermo Fisher Scientific). The cells were subsequently harvested and washed twice with phosphate-buffered saline. The apoptosis assay was conducted using an Annexin V/PI apoptosis kit (Multi Sciences Biotech, Hangzhou, Zhejiang, China) according to the manufacturer’s instructions.

### In Vitro Treg Cell Differentiation

Naive CD4^+^ T cells were obtained from the spleen and lymph nodes of C57BL/6J mice, *Foxp3*^*GFP*^ mice, or OT-II mice using a mouse naive CD4^+^ T-cell isolation kit (#19765; StemCell, Vancouver, BC, Canada). The sorted naive CD4^+^ T cells were stimulated with plate-bound anti-CD3 (145–2C11, 2 μg/mL; Bio X Cell) and anti-CD28 (PV-1, 2 μg/mL; Bio X Cell) antibodies and polarized into Treg cells with TGF-β1 (10 ng/mL), anti-IFN-γ (10 μg/mL), and anti-IL4 (10 μg/mL) antibodies. In some experiments, the indicated concentrations of Sora (HY-10201; MedChemExpress), Tivozanib (HY-10977; MedChemExpress), VEGF (HY-P7312; MedChemExpress), SC79 (HY-18749; MedChemExpress), AS1842856 (HY-100596; MedChemExpress), U0126 (HY-12031A; MedChemExpress), CP-673451 (HY-12050; MedChemExpress), FLT3-IN-3 (HY-112145; MedChemExpress), and c-Kit-IN-1 (HY-15240; MedChemExpress) were added at the beginning of cell culture. The cells were harvested for real-time PCR analysis or FC analysis on day 3 or for immunoblotting on day 1.

In addition, mouse CD4^+^ or CD8^+^ T cells were isolated with a mouse CD4^+^ T-cell isolation kit (19852) or CD8^+^ T-cell isolation kit (19853) (StemCell Technologies).

### RNA Extraction and Real-time PCR

Total RNA was extracted using TRIzol reagent (9109; TaKaRa, Kusatsu, Shiga, Japan) and reverse transcribed into cDNA using a cDNA synthesis kit (RR047A; TaKaRa) according to the manufacturer’s instructions. Real-time PCR was conducted using SYBR Green Master Mix (RR420; TaKaRa). The following thermal cycling conditions were used for PCR: 1 cycle at 95°C for 30 seconds, followed by 40 cycles at 95°C for 5 seconds and 60°C for 34 seconds. Real-time PCR was performed with an Applied Biosystems 7500 Real-Time PCR System (Waltham, MA). The following primers were used: *mFoxp3*: 5′-*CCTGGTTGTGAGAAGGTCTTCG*-3′ and 5′-*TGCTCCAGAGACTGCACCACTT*-3′; *mIl10*: 5′-*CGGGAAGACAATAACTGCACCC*-3′ and 5′-*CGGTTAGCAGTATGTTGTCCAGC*-3′; *mTgf-beta1*: 5′- *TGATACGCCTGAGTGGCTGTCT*-3′ and 5′- *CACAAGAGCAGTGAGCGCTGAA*-3′.

### Measurement of Cytokine Levels

The levels of TGF-β1 (88-8350-22; Invitrogen) and IL10 (BMS614; Invitrogen) in the cell culture supernatants were measured using ELISA kits according to the manufacturer’s instructions.

### Treg Suppression Assay

Suppression of CD4^+^ or CD8^+^ T-cell proliferation by Treg cells was evaluated by CFSE labeling. Briefly, CFSE (C34570; Invitrogen)-labeled CD4^+^ or CD8^+^ T cells were seeded into a 96-well plate precoated with 2 μg mL^−1^ anti-CD3 antibody plus 2 μg mL^−1^ anti-CD28 antibody with Treg cells at a T cell: Treg cell ratio of 4:1. Five days later, the cells were harvested, and the proliferation of CD4^+^ or CD8^+^ T cells was analyzed using a Beckman Coulter DxFLEX flow cytometer (Beckman Coulter Inc).

### Immunoblotting

Whole cells were washed twice with ice-cold phosphate-buffered saline and lysed with cell lysis buffer (9803; Cell Signaling, Danvers, MA). Proteins in the cell lysates (5–30 μg) were separated via sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred onto PVDF membranes (Millipore, Billerica, MA), and probed with primary antibodies against the target proteins.

### Antibodies

Fixable viability dye eFluor 450 (65-0863-14, 1:1000), fixable viability dye eFluor 520 (65-0867-14, 1:1000), APC anti-Foxp3 (17-5773-82, 1:1000), PE anti-CD25 (12-0251-83, 1:1000), PE anti-MHC II (12-5321-82, 1:1000), PE anti-CD11b (12-0112-83, 1:1000), PE anti-CD8 (12-0081-85, 1:1000), APC anti-IFN-γ (17-7311-82, 1:1000), and PE-anti granzyme B (12-8898-80, 1:1000) were purchased from eBioscience (San Diego, CA). PB anti-CD45 (30-F11, 1:1000), APC-cy7 anti-CD4 (100526, 1:1000), APC anti-CD11c (117310, 1:1000), PE-cy5 anti-CD19 (115510, 1:1000), APC anti-F4/80 (123115, 1:1000), APC anti-CD3 (100235, 1:1000), PE anti-NK1.1 (108707, 1:1000), APC anti-Ly6G (164505, 1:1000), APC anti-CD8 (100712, 1:1000), PE anti-Ki-67 (151209, 1:1000), and PE anti-AKT Phospho(Ser473) (606553, 1:1000) were from BioLegend (San Diego, CA). Antibodies against phospho-AKT (Ser473) (4060, 1:2000), AKT (9272, 1:2000), β-actin (4970, 1:2000), p-Smad2 (18338, 1:2000), Smad2 (5339, 1:2000), p-Smad3 (9520, 1:2000), Smad3 (9523, 1:2000), p-ERK (4370, 1:2000), ERK (4695, 1:2000), p-MEK1/2 (9154, 1:2000), MEK1/2 (8727, 1:2000), and GAPDH (2118, 1:2000) were purchased from Cell Signaling Technology (Danvers, MA). Antibodies against phospho-Foxo1(Ser256) (AP0172, 1:1000) and Foxo1 (A13862, 1:1000) were obtained from ABclonal (Wuhan, Hubei, China).

### Multiplex Immunofluorescence Staining and Digital Image Analysis

Multiplex immunofluorescence staining of mouse and human liver tissue samples was performed by Alpha X Biotech Co, Ltd (Beijing, China). Axioscan7 (Zeiss, Oberkochen Germany) was used for imaging. Images were analyzed with HALO software (v3.6; Indica Labs, Albuquerque, NM). Cell segmentation within 11–570 μm^2^ was preliminarily performed with DAPI staining. For density of positive cells/mm^2^, p-AKT^+^CD4^+^ cells or Foxp3^+^CD4^+^ cells in the tumor area were quantified with HALO software by fitting counting algorithms. Correlation analysis between p-AKT^+^CD4^+^ cells or Foxp3^+^CD4^+^ cells was performed via GraphPad Prism 8.0 software (San Diego, CA).

### Statistical Analysis

All the statistical analyses were performed via GraphPad Prism 8.0 software. All the data are expressed as the mean ± standard deviation (SD). Unpaired Student *t* test was used to compare differences between 2 groups. One-way analysis of variance followed by the Newman–Keuls test was used to compare differences among multiple groups. The log-rank test was used for survival analysis, and the Spearman rank-order correlation test was used for Pearson correlation analysis. A difference was considered significant if the *P* value was <.05.

How the deposited data were processed for this re-analysis (not part of the article)

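RNA from 3 control and 3 Sora-treated Hepa1-6 tumors (10 mg/kg Sora ip on days 9, 11, 13, and 15), one library per tumor, was analyzed. The authors aligned the reads to GRCm38 with Bowtie2 and deposited a table of counts, the whole numbers of reads counted on each gene without normalization. They also deposited a table of FPKM, which are those counts divided by gene length and by the total count of the library. The paper names an expectation maximization algorithm for the FPKM; in the values, each FPKM of the 5 tumors held by both tables follows from its count, 1 length per gene, and the total. Both tables list the same 26167 genes by symbol, and every row names a gene. The counting tool, the annotation, the use of strand, and any filter are not named in the paper's text. Sequencing batches are not named in the sample labels or the paper's text.

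The count table used here holds 5 of the 6 tumors. The fits were planned on all 6, so the whole counts of Sora-treated tumor 4 were computed from its FPKM and the gene lengths that the other tumors give. This was checked by treating each of the 5 known tumors as unknown in turn. The total count came back exactly in each, and so did the count of all of the 20969 to 21229 genes with reads and a known length. In Sora-treated tumor 4, 20951 genes were recovered, and 342 genes that no other tumor had reads for, with 512 reads, were left at 0. The fit without this tumor uses deposited counts only.

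Total counts ranged from 31073830 to 36205814 reads per tumor, so a gene at 1 CPM had over 30 reads in each tumor. For genes with few reads, such as Tmem179, Kcnk16, and Foxp3, counting error limits the precision, and the spread of 3 tumors can lie below it. Genes with at least 10 counts in at least 3 tumors (16513 genes) were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM scaling, robust=FALSE) in R 4.3.3, with Benjamini-Hochberg adjustment. Thresholds were an adjusted p under 0.05 and, where stated, a change of more than 2-fold. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation, with fry, and with fgsea 1.28.0 on the signed square root of F. The 5 gene families and 27 other lists of genes were written from general knowledge before the data were examined. They are not the sets of KEGG, GSEA, or mMCPcounter that the paper used, which were not used here. The 12 immune lists were CD8 T cells, T cells, cytotoxic effector genes, Treg cells, NK cells, B cells, dendritic cells, macrophages, monocytes, neutrophils, eosinophils, and mast cells. The 15 other lists were MAPK output genes, IL-17 and TNF target genes, hypoxia genes, interferon-stimulated genes, MHC class II genes, cell cycle genes, endothelial cells, pericytes, fibroblasts, plasma cells, skeletal muscle, keratinocytes and skin, adipocytes, red blood cells, and hepatoma cells. Marker scores are means of log2(CPM + 1), compared by an exact permutation test over the 20 ways of labeling 3 tumors against 3, whose smallest two-sided p is 0.1.

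The genes named in the text were set by a rule: among genes with an adjusted p under 0.05, groups that do not overlap, and a mean of at least 1 CPM, the 5 largest rises and the 5 largest falls; the 3 smallest p in each direction; each family or marker gene with an adjusted p under 0.05; and 33 genes that the paper names, of which 1 is not reported here. Coordinates are those of NCBI's annotation of GRCm38.p6, matched by symbol. The alternatives, set at the same time, were DESeq2 1.42.0 with default parameters, limma voom, the size factors of DESeq2, total counts, and upper quartile scaling in edgeR, no filter or stricter filters (at least 10 counts in every tumor, or at least 50 on average), a block for the replicate number, leaving out each tumor, FPKM values tested with limma on log2(FPKM + 1) or log2(FPKM + 0.1) for genes with at least 1 FPKM in at least 3 tumors or for all genes, unadjusted p, robust=TRUE, and glmTreat against 2-fold. Offsets for GC content and gene length, unadjusted p in DESeq2, DESeq2 on the 5 deposited count columns, and unadjusted p together with each other setting were added later. GC content was the mean over the transcripts of GENCODE M21 and was known for 91.6% of the genes tested, for 87.5% of the interleukins, and for 100% of the other lists and families.

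The scripts were tested on simulated data with 200 genes changed by more than 2-fold and the same spread for every gene. With 6 libraries, edgeR called 195 of the 196 changed genes that passed its filter, 7.51% of its calls were false, and it called a list shifted by a known amount and no other list. With 5 libraries it called 193 of 195. When no gene was changed, no gene and no list was called. Each gene was simulated independently of the others, so these data do not test how camera treats lists whose genes vary together. With a simulated GC trend, the offset lowered the number of false calls from 1390 to 16.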

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

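These lists of genes are not part of the paper's analysis and passed an adjusted p of 0.05 in camera with a preset correlation. The tests for fewer leukocytes and for muscle, skin, and fat, and the splits for MHC class II, IL-17 and TNF target, fibroblast, muscle, skin, and adipocyte genes, were chosen after the list results were seen, and the offsets for GC content and gene length were added after the first fits. The biological difference in the design is Sora treatment, and it is the same split as the groups. Of the 15 lists outside the paper, 10 passed, but other splits of the 6 tumors also gave many: 3 of the 10 splits, the real one included, gave as many lists. Each other split sets 2 tumors of one group and 1 of the other against the rest, so it still holds part of any difference between the groups. In fry and with an estimated correlation none of the 15 passed (4 and 2 at an unadjusted p under 0.05), whereas in fgsea, which permutes genes, 10 did. For some lists, other splits gave a far smaller camera p than the real one. Unadjusted p were 1.3e-10 against 0.18 for cell cycle genes, 1.2e-07 against 0.17 for endothelial cells, and 2.7e-59 against 0.00022 for keratinocytes and skin. A part of the group difference cannot exceed the whole, so these values argue against that part as the only source for these lists. For interferon-stimulated, MAPK output, and fibroblast genes the real split gave the smallest p, so the question stays open. Whether genes that vary together between tumors are the source was not tested. No list below is called biological, since 10 splits cannot give a share under 0.1 and no list passed in fry or with an estimated correlation.

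Interferon-stimulated genes were lower in Sora-treated tumors (median log2 fold change -0.32, adjusted p = 7.9e-12, camera; 32 of 33 genes lower), and no control tumor had a score as low as any Sora-treated tumor. Of its 37 genes, 3 are in another list. MHC class II genes were lower too (median -0.34, adjusted p = 3.1e-05, camera; 9 of 10 genes), with scores that overlapped between the groups, and 2 of the 10 splits gave as small a p, and control tumors 1 and 3 with Sora-treated tumor 3 against the rest gave a smaller one than the real split (6.5e-13 against 9.3e-06). With the GC and length offsets the median of the interferon-stimulated genes was -0.33 in both fits (-0.327 and -0.332) and stayed past the threshold, and that of the MHC class II genes was -0.37 and -0.38, which argues against these trends as the whole cause. The real split gave the smallest p of the interferon list among the 10 splits (1 of 10), the least that 10 splits allow. Without Sora-treated tumor 2 the median was -0.21. A list of 20 genes shared by leukocytes fell as well (median -0.21, 20 of 20 genes lower). The standard error of the median, from drawing genes with replacement, was 0.04 for this list and 0.04 for the interferon list. The medians differed by less than 2 standard errors of their difference. Interferon genes varied together (estimated correlation 0.60), so this error does not measure the spread between tumors and cannot show that the falls are alike. Fewer leukocytes in the Sora-treated tumors may account for part or all of the fall of the interferon list. Less interferon signaling per cell stays open, since bulk RNA does not separate the cells.

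Hypoxia genes were higher (median 0.31, adjusted p = 5.7e-09, camera; 22 of 24 genes higher), as were MAPK output genes (median 0.33, adjusted p = 1.0e-06; 17 of 22), and no Sora-treated tumor had a score as low as any control tumor for either list. None of the hypoxia genes and 1 of the MAPK genes are in another list. With the GC and length offsets the medians were 0.286 and 0.286 for hypoxia genes (0.29 in both) and 0.31 and 0.32 for MAPK output genes, which argues against these trends. As small a p was given by 2 of the 10 splits for hypoxia genes and by 1 of 10, the real one, for MAPK output genes. Without Sora-treated tumor 4 the MAPK median was 0.19. The rise of MAPK output genes is opposite to the block of Ras/Raf/MEK/ERK for which the paper cites Sora. In cultured CD4+ T cells, however, the paper reports more phosphorylated ERK and MEK with Sora than without it. The tumor data do not show whether the rise of MAPK output genes arose in tumor cells or when it began after the last injection on day 15. Spry4 and Slc2a1, chosen after their values were seen, rose from 30.2 ± 3.07 to 54.8 ± 11.3 CPM and from 254.0 ± 34.0 to 386.2 ± 39.5 CPM (SD, n = 3; adjusted p 0.015 and 0.019, edgeR). Vegfa, a gene of the paper, rose from 242.7 ± 36.1 to 386.8 ± 18.2 CPM (log2 fold change 0.67, adjusted p = 0.013, edgeR). Without Sora-treated tumor 4 the adjusted p of Spry4, Slc2a1, and Vegfa were 0.094, 0.10, and 0.082 in edgeR's test.

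IL-17 and TNF target genes were higher (median 0.26, adjusted p = 3.1e-05, camera; 21 of 29 genes higher, scores not overlapping). Of its 30 genes, 15 are in another list, among them chemokines. With the GC and length offsets the median was 0.28 and 0.23, and 2 of the 10 splits gave as small a p. No other explanation was tested.

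Fibroblast genes were lower (median -0.20, adjusted p = 3.1e-05, camera; 13 of 14 genes lower, scores not overlapping), with a median of -0.08 without Sora-treated tumor 4. Postn (log2 fold change -0.68, adjusted p = 0.017) and Mfap5 (-0.48, 0.023) were called by edgeR, but not without Sora-treated tumor 4 (0.097 and 0.12). The median was -0.17 and -0.20 with the GC and length offsets, and 1 of the 10 splits, the real one, gave as small a p. Red blood cell genes were lower (median -1.17, adjusted p = 2.3e-05, camera; 5 of 5 genes tested), but control tumor 3 overlapped the Sora-treated tumors, and 3 of the 10 splits gave as small a p. Hba-a1, chosen after its values were seen, fell from 20.1 ± 7.82 to 8.93 ± 0.945 CPM (SD, n = 3; adjusted p = 0.031, and 0.15 without Sora-treated tumor 4, edgeR); its near-identical copy Hba-a2 can share its reads. Blood left in the pieces and vessel loss were not tested apart.

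Skeletal muscle genes (median 0.22, adjusted p = 0.0057), keratinocyte and skin genes (0.42, 0.00049), and adipocyte genes (0.41, 0.0048) were higher in camera, but 5, 5, and 4 of the 10 splits, in the same order, gave as small a p. The tumors grew under the skin, so tissue around them was tested as a source, first with the prediction that its abundant genes would be higher in every Sora-treated tumor. Of Acta1, Ckm, Mylpf, Tnnt3, and Myh4, 0 of 5 were, and of Krt5, Krt14, Krt1, and Krt10, 0 of 4 were, which argues against more muscle or skin in every Sora-treated tumor. Of Adipoq, Plin1, Cidec, Car3, and Retn, 1 of 5 (Plin1) was, which decides nothing for fat. Krt14, singled out after its values were seen, was at 423.7 CPM in control tumor 1, 101.0 and 95.4 CPM in the other controls, and 412.8, 204.9, and 264.1 CPM in the Sora-treated tumors. Uneven amounts of tissue in both groups are another candidate source. This explanation was proposed only after these values had been seen and in place of the first, so the same counts (0 of 5, 0 of 4, and 1 of 5) cannot test it, and it cannot be told apart from an effect of treatment. The skin list was over the threshold without control tumor 3 (median 0.15, adjusted p = 0.18, camera) and its median was 1.06 without control tumor 1. The muscle list lost its call without control tumor 1 (0.13) or Sora-treated tumor 3 (0.10), and the adipocyte list without control tumor 3 (0.34) or Sora-treated tumor 3 (0.23).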

How the results depend on the processing

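The offsets for GC content and gene length, DESeq2 with unadjusted p, DESeq2 on the 5 deposited count columns, and unadjusted p together with each other setting were chosen after seeing the data. The fall of the CD8 T cell score kept its direction in every alternative that was run on it, from -0.50 to -0.37. No chemokine, cytokine, or interleukin family passed an adjusted p of 0.05 in any alternative. The median log2 fold change of all genes stayed within 0.013 of 0 under every scaling and filter.

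Counts of called genes depended on single tumors. Across the 6 fits that each left out one tumor, up-regulated genes over 2-fold ranged from 3 to 95 and down-regulated ones from 1 to 95, and at any fold from 4 to 574 and from 1 to 571. The lowest were without Sora-treated tumor 4 (at an unadjusted p under 0.05, 998 and 946 genes at any fold) and the highest without Sora-treated tumor 3. All 5 genes called without tumor 4, and 516 of the 1145 called without tumor 3, were among the 543 called with all 6 tumors. On the 5 deposited count columns DESeq2 called 478 genes at any fold, of which 407 were among the 543. In simulated data 5 libraries lost few calls (193 of 195 recovered), but every simulated change was over 2-fold, with the same spread for all genes. Of the genes called here, 252 up-regulated and 167 down-regulated ones were within 2-fold, so the simulation cannot decide whether fewer libraries lose such calls. Every other edgeR fit of 5 libraries called at least 117 genes at any fold. The number of libraries alone therefore does not give a count as low as 5, and the cause was not tested. The odds ratio of cytokine genes among the DEGs ranged from 0 to 3.12 and was past 0.05 in the exact test only without Sora-treated tumor 3 (2.89, p = 0.034), and not without control tumor 1 (p = 0.53), control tumor 3 (0.20), control tumor 4 (0.42), Sora-treated tumor 2 (0.28), or Sora-treated tumor 4, the number of other immune lists separated from 2 to 6, and the difference in mean correlation within and between groups (0.00327 with all tumors) from 0.00217 to 0.00464.

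DESeq2 called 83 down-regulated genes over 2-fold and 619 and 575 at any fold, and its odds ratio was 2.38. Its genes at any fold held 538 of the 543. Without a filter the counts were 105, 108, 570, and 577 in the same order of up and down, over 2-fold and at any fold, and the difference in correlation was 0.00167. With an unadjusted p they were 231, 157, 1409, and 1435 in edgeR and 240, 178, 1418, and 1427 in DESeq2. With log2(FPKM + 1) they were 14, 11, 180, and 106 (correlation difference 0.00506; odds ratio 8.96, Fisher's exact test, p = 0.024, the largest odds ratio of the alternatives), and with log2(FPKM + 0.1) 29, 27, 166, and 86 (0.00626; odds ratio 3.81, Fisher's exact test, p = 0.10). With log2(FPKM + 1) and no filter all were 0 (1588 and 1527 at any fold with an unadjusted p), so no odds ratio could be computed, and the difference in correlation was 0.0019. glmTreat against 2-fold called 0 genes (77 and 53 unadjusted). With at least 50 counts on average the difference in correlation was 0.00548. The odds ratio was 1.91 with voom and 1.17 with DEGs at any fold. With an estimated correlation or fry, 0 of the 15 lists outside the paper passed (2 and 4 unadjusted). The cause was not tested for these changes, beyond the number of genes tested or the stricter test itself.

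An unadjusted p under 0.05 together with each other setting, chosen after seeing the data, gave in the same order 283, 173, 1471, and 1446 genes with limma voom; in edgeR 231, 157, 1415, and 1427 with the size factors of DESeq2, 220, 159, 1315, and 1460 with total counts, and 226, 159, 1398, and 1461 with the upper quartile; 401, 349, 1653, and 1812 without a filter, 124, 91, 1347, and 1360 with at least 10 counts in every tumor, and 92, 68, 1286, and 1283 with at least 50 on average; 235, 100, 863, and 688 with a replicate block; 411, 134, 1294, and 1058 without control tumor 1, 303, 143, 1491, and 1338 without control tumor 3, 195, 140, 1274, and 1256 without control tumor 4, 151, 145, 1019, and 1020 without Sora-treated tumor 2, 237, 238, 1600, and 1867 without Sora-treated tumor 3, and 185, 130, 998, and 946 without Sora-treated tumor 4; 26, 18, 1146, and 1168 with log2(FPKM + 1), 74, 46, 1141, and 1163 with log2(FPKM + 0.1), and 26, 16, 1588, and 1527 with log2(FPKM + 1) and no filter; 234, 158, 1333, and 1419 with the GC offset, 222, 165, 1367, and 1546 with the length offset, 229, 155, 1403, and 1429 with robust=TRUE, and 77, 53, 77, and 53 with glmTreat; and 180, 138, 956, and 964 with DESeq2 on the 5 deposited count columns.

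The tumors share the replicate numbers 3 and 4, but tumors with the same number did not deviate together (correlations of deviations -0.033 and -0.074, against -0.157 to 0.259 for other pairs), so the numbers do not pair them. With a replicate block 22 genes were down-regulated over 2-fold and 134 and 77 were up- and down-regulated at any fold (153 of them among the 543), and the odds ratio was 3.13. Medians or log2 fold changes that changed sign under the block were those of Treg cells (0.095), interleukins (0.048), hepatoma cells (-0.034), plasma cells (-0.049), and mast cells (-0.0012), and of Ccl17 (-0.0017), Flt1 (-0.029), Ifng (0.047), Kit (0.063), and Prf1 (0.086).

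Other changes of sign were in lists and genes that were not called. With log2(FPKM + 0.1) the medians were 0.12 for Treg cells, -0.050 for eosinophils, 0.079 for interleukins, and 0.0081 for other cytokines, and with log2(FPKM + 1) they were 0.094, -0.035, 0.038, and 0.0069. Without a filter on FPKM, they were 0.0068 for Treg cells, 0.00070 for chemokine receptors, -0.019 for eosinophils, and -0.018 for mast cells, and Klrb1c was at 0.0022. With at least 10 counts in every tumor, eosinophils were at -0.33, chemokine receptors at 0.020, and Klrb1c at 1.1e-05. With at least 50 counts on average, Treg cells were at 0.073, eosinophils at -0.028, and NK cells and Klrb1c at 0.00060. With voom, Treg cells were at 0.011, chemokine receptors at 0.053, mast cells at -0.015, and Klrb1c at 0.037. Without a filter on counts, eosinophils were at -0.34 and mast cells at -0.0030. Mast cells were also at -0.010 with the length offset, -0.0049 with total counts, and -0.0011 with upper quartile scaling, and Klrb1c was at 0.017 with the GC offset. The cause was not tested.

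Across the 6 fits that each left out one tumor, medians ranged from -0.092 to 0.12 for chemokine receptors, -0.087 to 0.045 for cell cycle genes, -0.12 to 0.025 for Treg cells, -0.27 to 0.059 for dendritic cells, -0.31 to 0.31 for eosinophils, -0.15 to 0.14 for mast cells, -0.058 to 0.15 for pericytes, and -0.030 to 0.18 for hepatoma cells. The median of plasma cells, which rests on 3 genes, kept its sign but ranged from 0.025 to 0.69. In camera, lists that newly passed the threshold with 1 tumor left out were cell cycle genes without control tumor 1 (-0.087, adjusted p = 0.0032), dendritic cells (-0.16, 0.047), monocytes (-0.25, 0.017), and eosinophils (-0.14, 0.041) without control tumor 4, endothelial cells without Sora-treated tumor 3 (-0.24, 0.0083), and mast cells without Sora-treated tumor 4 (0.14, 0.022). Log2 fold changes ranged from -0.36 to 0.066 for Ifng, -0.42 to 0.087 for Prf1, -0.15 to 0.28 for Klrb1c, -0.13 to 0.27 for Kdr, -0.11 to 0.19 for Flt1, -0.13 to 0.10 for Pdgfra, -0.20 to 0.0021 for Pdgfrb, -0.21 to 0.088 for Kit, -0.33 to 0.14 for Flt3, and -0.15 to 0.38 for Ccl17. Of the other results, 192 values of named genes were no longer past the threshold and 17 newly passed it, counted over all alternatives; 102 of the 192 came from leaving out a tumor and 35 from FPKM without a filter. For lists these numbers were 36 and 7, and 30 of the 36 came from the estimated correlation and fry. Total counts were within 31073830 to 36205814 reads, so depth limits genes with few counts, such as Ly6g.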

Differences from the paper's values

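The paper reports 819 up-regulated and 811 down-regulated genes. With the thresholds of its legend, an adjusted p under 0.05 and more than 2-fold, edgeR gave 69 and 55. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers at more than 2-fold, where the largest counts were 231 and 157, at an unadjusted p. Without the limit on the fold change, which the legend states, 3 of these alternatives did: DESeq2 in its default setting (619 and 575), edgeR without a filter (570 and 577), and edgeR without Sora-treated tumor 3 (574 and 571). In the default setting of DESeq2, the method the paper names, the counts were 100 and 83.

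Fig. 1B counts 2 shades of dots in each direction. For the darker dots, beyond 2-fold, it gives about 250 up-regulated and about 190 down-regulated genes (Fig. 1B, read by eye), against 69 and 55 here. For the lighter dots, within 2-fold, it gives about 820 and about 810 (Fig. 1B, read by eye), against 252 and 167 here. The lighter counts are close to the 819 and 811 genes of the paper's text, which may therefore be genes within 2-fold. If so, setting them against counts over 2-fold or at any fold compares unlike groups of genes. The paper does not say which dots its text counts. With an adjusted p no alternative came within 1.5 times of either pair (for the lighter dots, DESeq2 in its default setting gave 519 and 492). With an unadjusted p under 0.05 in edgeR the darker pair was reached (231 and 157) and of the lighter one only the up-regulated count (1178, with 1278 down-regulated). The same holds in DESeq2 (240 and 178; 1178 up-regulated and 1249 down-regulated), which was chosen after seeing the values.

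Also after seeing the values, an unadjusted p was combined with each other setting, which with the 2 above makes 24. Of these, 4 came within 1.5 times of both pairs in both directions: DESeq2 on the 5 deposited count columns (180 and 138 beyond 2-fold; 776 and 826 within it), edgeR without Sora-treated tumor 4, which uses the same 5 columns (185 and 130; 813 and 816), edgeR without control tumor 3 (303 and 143; 1188 and 1195), and edgeR without control tumor 4 (195 and 140; 1079 and 1116). Beside these and the 2 above, the darker pair alone was reached with limma voom and, in edgeR, with the size factors of DESeq2, total counts, upper quartile scaling, the GC offset, the length offset, robust=TRUE, and without Sora-treated tumor 3, and the lighter pair alone with at least 50 counts on average, the replicate block, log2(FPKM + 1), log2(FPKM + 0.1), and without control tumor 1 or Sora-treated tumor 2. At any fold, 6 of the 24, chosen after seeing the values, came within 1.5 times of the 819 and 811 genes of the paper's text: DESeq2 on the 5 columns (956 and 964), edgeR without Sora-treated tumor 4 (998 and 946), without Sora-treated tumor 2 (1019 and 1020), and with the replicate block (863 and 688), and limma on log2(FPKM + 1) (1146 and 1168) and on log2(FPKM + 0.1) (1141 and 1163). With so many settings tried, the match does not show which one the paper used.

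The paper states that chemokine and cytokine signaling and interleukin receptor signaling rose in Sora-treated tumors (Figure 1D). With families listed by symbol, which are not the paper's sets, the median log2 fold changes were -0.09 for chemokine ligands, -0.02 for chemokine receptors, -0.13 for interleukins, -0.10 for interleukin receptors, and -0.11 for other cytokines, and no setting that was run brought a family past an adjusted p of 0.05. The enrichment scores of fgsea were positive for interleukins (1.35) and other cytokines (1.01) and negative for the other 3 families.

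The paper places genes of CD8 T cells among the down-regulated DEGs (Figure 1E). Cd8b1 (log2 fold change -0.56) and Cd8a (-0.31) were lower here, but neither was changed by more than 2-fold. Cd8a passed an adjusted p of 0.05 over all genes in the edgeR fits without a filter (0.049) and without Sora-treated tumor 3 (0.032).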

Other observations

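The tests on neutrophil markers and on the share of non-tumor cells, and the splits for CD8 T cells, macrophages, and cytotoxic effector genes, were chosen after the list results were seen.

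The paper measures immune cells of such tumors by flow cytometry (Figure 2C and D), and bulk RNA of these tumors gives the following values for the same genes. The Treg list did not move (median log2 fold change -0.01, 6 of 12 genes higher, adjusted p = 0.92, camera), and its sign changed between settings. Foxp3 was at 2.50 ± 0.172 CPM in control and 2.00 ± 0.124 CPM in Sora-treated tumors (SD, n = 3; log2 fold change -0.32, adjusted p = 0.56, edgeR), lower in all 3 Sora-treated tumors than in every control. Il2ra was not different either (-0.39, adjusted p = 0.37, edgeR), whereas Tigit of the same list was higher (0.42). Itgax was lower (-0.34, adjusted p = 0.091), Adgre1 was -0.16 (0.39), Itgam was 0.24 (0.13), and Klrb1c was -0.00333 (0.997), all from edgeR's test. Ly6g had at most 11 counts in any tumor and was not tested. Mki67 of the whole tumor was -0.15 (adjusted p = 0.53, edgeR). A share of leukocytes and a level in the whole tumor are different measures, and neither can be computed from the other here.

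Of the 33 genes that the paper names and that bear on these tumors, 32 were tested. Cd8b1, Vegfa, and Met passed an adjusted p of 0.05 over all genes, and 11 passed when adjusted over the list alone. Met, which the paper cites in Sora resistance, rose from 220.8 ± 20.4 to 305.8 ± 21.4 CPM (SD, n = 3; log2 fold change 0.47, adjusted p = 0.022, edgeR), and Fgf1, cited there too, fell (-0.78, adjusted p = 0.075, edgeR). Without Sora-treated tumor 4, which leaves the deposited counts, none of the 3 passed (adjusted p 0.089, 0.082, and 0.12, edgeR). Of the receptors that Sora blocks, Flt4 was higher in every Sora-treated tumor (0.37, adjusted p = 0.060, edgeR), whereas Kdr (0.07), Flt1 (0.01), Pdgfra (-0.03), Pdgfrb (-0.09), Kit (-0.04), and Flt3 (-0.06) had adjusted p from 0.731 to 0.985 in the same test. Foxo1 (-0.12, 0.59), Akt1 (0.12, 0.51), Tgfb1 (0.24, 0.14), Il10 (-0.38, 0.70), Ccl2 (-0.21, 0.23), and Ccl17 (0.10, 0.90) were not called either.

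The fall of T cell and CD8 T cell markers may reflect a lower share of every non-tumor cell. That alone would lower all their markers alike, but neutrophil markers had a median log2 fold change of 0.70 (11 of 14 genes higher). This argues against an equal fall of every such cell, though 4 of the 10 splits gave as small a p for neutrophils in camera and their scores overlapped. Genes shared by leukocytes were lower (20 of 20), whereas 7 of 12 pericyte genes were higher. A lower share of most non-tumor cells beside a separate rise of neutrophils is therefore not excluded. For the T cell list, 1 of the 10 splits, the real one, gave as small a p in camera, the least that 10 splits allow, and the same held for CD8 T cells (1 of 10) and macrophages (1 of 10), whereas 3 of 10 did for cytotoxic effector genes.

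Neutrophil markers were higher by camera (adjusted p = 0.00018), but 4 of the 10 splits of the 6 tumors gave as small a p, and Sora-treated tumor 3 (score 2.86) lay below control tumor 3 (2.91). This overlap depended on the setting. Neutrophil scores were higher in every Sora-treated tumor with either stricter filter, with filtered FPKM values, and with the median over the list. The same held without control tumor 3, Sora-treated tumor 2, or Sora-treated tumor 3. In the remaining settings the neutrophil scores overlapped. More leukocytes of every kind is argued against by T cell markers, at a median of -0.30, and by genes shared by leukocytes. Of the 16 neutrophil markers, 7 are in another list. Chemokines that attract neutrophils (Cxcl1, Cxcl2, Cxcl3, and Cxcl5, a list written after the values were seen) had scores higher in every Sora-treated tumor (3.85, 3.44, and 3.76 against 3.34, 3.12, and 3.16 in controls), and those that interferon induces (Cxcl9, Cxcl10, and Ccl5; Cxcl11 was not tested) had lower ones (6.46, 7.01, and 7.09 against 7.22, 7.34, and 7.23). In the first of these lists, Cxcl2 and Cxcl3 rose, but Cxcl1 (log2 fold change -0.14, adjusted p = 0.87) and Cxcl5 (0.11, 0.74) did not in edgeR's test. The median was 0.31 with a standard error of 0.51, from drawing genes with replacement, so the list did not move as one group. Cxcl15, a chemokine outside this list, fell in every Sora-treated tumor (log2 fold change -1.79, adjusted p = 0.0071, edgeR). The higher scores therefore hold for the listed genes only.

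Among the 10 splits of the 6 tumors, 1 of 10, the real one, gave as many up-regulated or down-regulated genes with an adjusted p under 0.05, at any fold or over 2-fold. Of the other splits, 8 gave 0 genes and 1 gave 6. Sora-treated tumor 3 lay between the groups. Its Pearson correlations with control tumors 1, 3, and 4 were 0.9928, 0.9929, and 0.9928, against 0.9929 to 0.9930 between control tumors and 0.9933 and 0.9938 with Sora-treated tumors 2 and 4. Whether this tumor took up less drug or differs for another reason was not tested.

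The lists not named so far had adjusted p over 0.05 in camera: cell cycle genes (median log2 fold change -0.03), NK cells (-0.16), B cells (-0.13), plasma cells (0.32, 3 genes), dendritic cells (-0.06), monocytes (-0.30), eosinophils (0.11), mast cells (0.0027), endothelial cells (-0.10), pericytes (0.06), and hepatoma cells (0.04). Single markers of these lists were called by edgeR: Aplnr of endothelial cells rose from 4.63 ± 0.899 to 14.1 ± 4.77 CPM (SD, n = 3; adjusted p = 0.013, and 0.021 without Sora-treated tumor 4). Of the hepatoma list, Hnf4a (log2 fold change 0.80, adjusted p = 0.013) and Apoa1 (1.03, 0.047) rose whereas Alb (-0.55, 0.041) and Ttr (-2.15) fell. Without Sora-treated tumor 4, Ttr stayed under 0.05, and Hnf4a, Apoa1, and Alb did not (adjusted p 0.082, 0.15, and 0.17, edgeR).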
